# Targets of SPEECHLESS and FAMA control guard cell division and expansion in the late stomatal lineage

**DOI:** 10.1242/dev.205374

**Published:** 2026-06-10

**Authors:** Pablo González-Suárez, Yoëlle Hilbers, Alanta Budrys, Ao Liu, Sandra Richter, Dominique C. Bergmann, Margot E. Smit

**Keywords:** Cell division, FAMA, Guard cell, SPEECHLESS, SPCH, Stomatal development, Stomatal differentiation, *Arabidopsis*

## Abstract

Plant tissue development often relies on the specification of cell type initials with stem cell-like properties. These later undergo differentiation, losing division potential and acquiring specific identities and functions. In the stomatal lineage, protodermal cells develop into guard cells (GCs) through the action of the bHLH transcription factors (TFs) SPEECHLESS (SPCH), MUTE and FAMA. Existing models support that these regulators act sequentially, but recent evidence indicates that SPCH expression and function are retained in late stomatal cells. Here, we combine transcriptomic and genetic approaches to define the function of SPCH during the late stomatal lineage. We show that relative levels and activities of SPCH and FAMA control GC division and expansion. Through cell type-specific TF induction and mRNA sequencing, we identify late-lineage targets of both TFs, and through genetic perturbation of these targets we demonstrate that their precise temporal regulation is required for proper GC morphology and function. Our findings reveal a previously unrecognized role for SPCH in late stomatal development and support a revised model in which the functions of stomatal bHLH factors are not strictly separated in time.

## INTRODUCTION

Three related basic helix-loop-helix (bHLH) transcription factors (TFs), SPEECHLESS (SPCH), MUTE and FAMA, regulate sequential cell state transitions in the stomatal lineage, each of which requires unique regulation of identity and division (Smit and Bergmann, 2023). To start the lineage, protodermal cells express SPCH, which promotes asymmetric cell divisions (ACDs) with the smaller daughter cell becoming a meristemoid and gaining early stomatal identity (Lau et al., 2014; MacAlister et al., 2007). Continued oriented divisions of meristemoids and their sister stomatal lineage ground cells determine tissue patterning and stomatal density. Next, MUTE enforces commitment to stomatal fate and guard mother cell (GMC) identity (Pillitteri et al., 2007). Additionally, MUTE prevents further ACDs and instead slows down the cell cycle, promoting a single symmetric cell division (SCD) (Han et al., 2018, 2022; Zuch et al., 2023). Finally, symmetrically divided cells stop dividing and differentiate into guard cells (GCs) through the action of FAMA, which blocks further divisions (Ohashi-Ito and Bergmann, 2006).

While SPCH, MUTE and FAMA are homologs that depend on heterodimerization with the same partner bHLHs (Kanaoka et al., 2008), they are not interchangeable and have distinct interactors (Davies and Bergmann, 2014; Liu et al., 2024). Still, their bHLH domains are highly similar and, as a result, they recognize the same motifs and can bind to largely overlapping loci (Davies and Bergmann, 2014; Liu et al., 2024). Functional differences among the homologs have mainly been attributed to their unique, stage-specific expression. For instance, expressing FAMA or phosphovariants of SPCH in the *MUTE* expression domain can partially rescue *mute* (Davies and Bergmann, 2014; McKown et al., 2023). However, expression timing alone is not sufficient to recapitulate their specificity as those same SPCH phosphovariants are unable to complement the function of FAMA (Davies and Bergmann, 2014), suggesting that more complex regulatory dynamics are at play.

Expression of *MUTE* and *FAMA* is strictly limited to specific stomatal cells, with FAMA protein accumulating a few hours prior to the symmetric division of GMCs and then remaining present throughout GC differentiation (Zuch et al., 2023). In contrast, recent work has revealed that *SPCH* transcription extends from protodermal cells to later in the stomatal differentiation trajectory (Lopez-Anido et al., 2021). This was unexpected since the three bHLHs were thought to be temporally and functionally segregated. However, an early expression peak and early progression arrest in *spch* do not exclude a role for SPCH in the latter half of the lineage. The extended role of SPCH has been confirmed using lines that exhibit lower SPCH levels at late stages. Rescuing *spch* mutants with SPCH transgenes expression of which does not persist into GCs or targeting SPCH with artificial microRNAs in GMCs lead to cells that divert from stomatal fate and acquire pavement cell characteristics (Lopez-Anido et al., 2021). Still, it remains unclear what transcriptional programs SPCH directs in the late lineage and how these intersect with the functions of FAMA in regulating cell division and differentiation.

After the SCD of the GMC, FAMA prevents additional cell divisions by repressing expression of D-type cyclins (Han et al., 2018; Weimer et al., 2018) and through its partnership with RETINOBLASTOMA-RELATED (RBR) (Matos et al., 2014). Disrupting these pathways causes abnormal GC divisions that have different orientations and cell identity outcomes depending on how they are induced. For example, ectopic expression of *CYCD7;1* in GCs induces their symmetric transverse division while maintaining GC identity (Weimer et al., 2018). In contrast, extra divisions resulting from shorter *FAMA* expression, loss of the FAMA–RBR interaction, or reduction in SWI/SNF components or HISTONE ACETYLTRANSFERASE 1 (HAC1) are often asymmetric and result in re-initiation of the stomatal lineage with the formation of stomata-in-stomata (Lee et al., 2014; Liu et al., 2024; Weimer et al., 2018). Conversely, earlier expression of *FAMA* or blocking the SCD leads to the formation of single GCs (SGCs) (Boudolf et al., 2004; Han et al., 2022; Simmons et al., 2019).

In addition, FAMA is necessary and sufficient for GC identity, and broad FAMA expression (*35S::FAMA*) appears to induce GC morphology and gene expression in other aerial epidermal cells (Ohashi-Ito and Bergmann, 2006). Earlier *FAMA* expression within the leaf stomatal lineage results in earlier differentiation, often of SGCs, although the ability of FAMA to do this depends on plant stage, with embryos being recalcitrant to FAMA-driven GC formation (Han et al., 2018; Smit et al., 2023). Thus, the timing of FAMA activity must be carefully regulated. Two of the downstream targets of FAMA, WASABI MAKER (WSB; also known as ETHYLENE-RESPONSIVE ELEMENT BINDING FACTOR 51, ERF51) and STOMATAL CARPENTER 1 (SCAP1), are required for GC differentiation. Stomata of *wsb scap1* double mutants often arrest at young undifferentiated stages, failing to form pores (Shirakawa et al., 2025). SCAP1 has been associated with processes essential for GC maturation, including pectin methylesterification and K^+^ transport. In accordance, ∼50% of stomatal complexes in *scap1* mutants have abnormal morphology with impaired GC integrity and stomatal opening (Negi et al., 2013). Pore formation coincides with pectic homogalacturonan-degrading enzymes and de-methyl-esterified homogalacturonan accumulating at the pore site, at least in part facilitated by SCAP1-mediated activation of pectin methylesterases (Rui et al., 2019). The cuticle surrounding the pore forms a cuticular ledge, the opening of which depends on OCCLUSION OF STOMATAL PORE 1 (OSP1), a lipase, and FUSED OUTER CUTICULAR LEDGE1 (FOCL1), a proline-rich cell wall protein (Hunt et al., 2017; Tang et al., 2020). Beyond these factors, however, our understanding of the factors regulating GC maturation downstream of FAMA is limited.

Here, we investigate the distinct and shared roles of SPCH and FAMA in late stomatal development. Specifically, we address three main questions: (1) how SPCH interacts with the functionality of FAMA, (2) how SPCH regulates GC division and morphology, and (3) which of the targets of SPCH and/or FAMA regulate GC formation during late stomatal development. Through genetic manipulation, we show that misexpression of *SPCH* in committed and maturing GCs can induce ectopic symmetric divisions without reverting cells to a stem cell-like identity. Using a cell type-specific RNA sequencing (RNA-seq) approach, we identify downstream factors that regulate GC division and differentiation and demonstrate that these control stomatal morphology. Taken together, our findings shed new light on the complex regulation of late stomatal development and reveal some of the factors that must be robustly regulated.

## RESULTS

### Misexpression of SPCH in the late stomatal lineage induces ectopic GC divisions

Recently, *SPCH* expression was shown to extend to later stages of the stomatal lineage, resulting in co-expression with *MUTE* and *FAMA* and contradicting our assumption that the functions of stomatal bHLH TFs are strictly temporally separated (Lopez-Anido et al., 2021). Interrogating additional single-cell (sc) RNA-seq datasets (Kim et al., 2022; Zhang et al., 2021), we confirmed that co-expression of *SPCH* and *FAMA* occurs in late GMCs and early GCs with 3-28% of *FAMA*-expressing cells also expressing *SPCH* (Fig. 1A,B, Fig. S1A-D). Across independent experiments, it was apparent that *SPCH* expression in these cells is relatively low compared to that of *FAMA* (Fig. S1E). Using translational reporters, we confirmed that SPCH and FAMA proteins are present simultaneously in some GMCs and GCs, with SPCH at lower levels than FAMA as cells progress towards GC identity (Fig. 1C,D, Fig. S2). This led us to question how SPCH may function at these later stages since, contrary to its well-known role in initiating ACDs (MacAlister et al., 2007; Smit and Bergmann, 2023), a potential involvement in the late lineage is less understood. Based on previous results that a reduction in SPCH from GMC stage onwards can lead to additional early lineage divisions and loss of stomatal fate (Lopez-Anido et al., 2021), we hypothesized that SPCH might be involved in controlling cell division programs and/or stomatal fate maintenance.

**Fig. 1.**
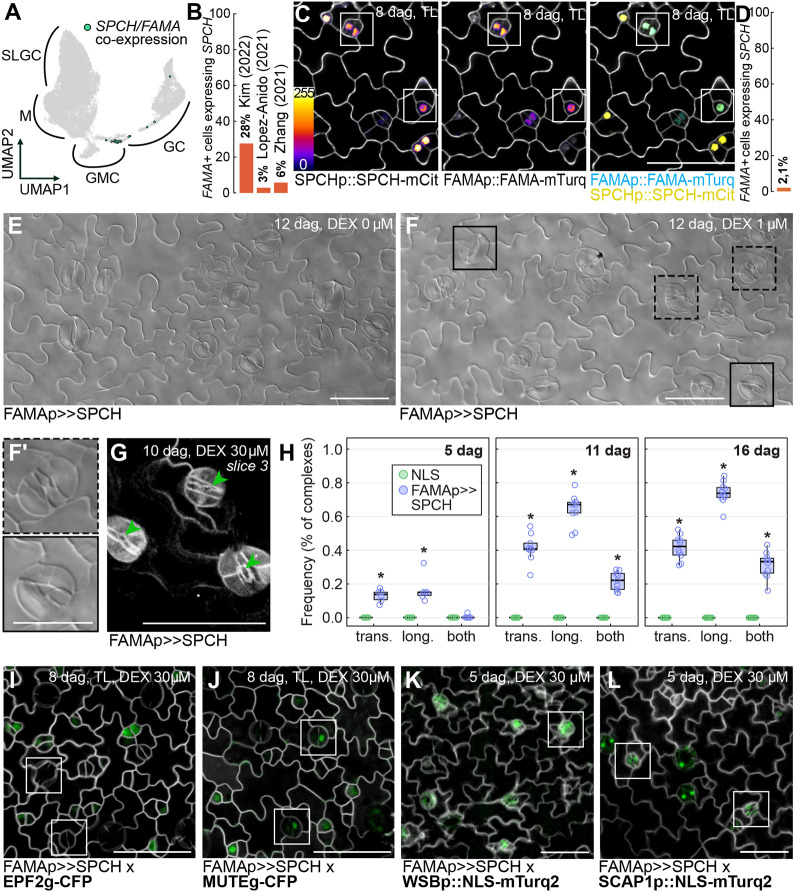
**Misexpression of *SPCH* in the late stomatal lineage triggers abnormal GC divisions.** (A) UMAP plot based on scRNA-seq data from Lopez-Anido et al. (2021) highlighting cells that co-express *SPCH* and *FAMA* across stomatal development. M, meristemoid; SLGC, stomatal lineage ground cell. (B) Percentage of *FAMA^+^* cells that also express *SPCH* across three different scRNA-seq studies (Kim et al., 2022; Lopez-Anido et al., 2021; Zhang et al., 2021). (C) Representative confocal images showing expression of *SPCHp::SPCH-mCit* (left), *FAMAp::FAMA-mTurq* (middle) and merged (right) in true leaves of seedlings at 8 dag. The inset displays the color key for the fluorescence signal strength of *SPCH* and *FAMA*. Membranes are stained with propidium iodide (white). (D) Percentage of cells containing FAMA-mTurq that also show SPCH-mCit across 2550 FAMA^+^ nuclei of cotyledons imaged at 5 dag (*n*=17 leaves). (E,F) DIC images of 12 dag *FAMAp>>SPCH* cotyledons grown with or without dexamethasone (DEX). Stomatal complexes with abnormal divisions are highlighted with solid squares (transverse divisions) or dashed squares (longitudinal divisions). The full images of these zoomed in views are shown in Fig. S4A,B. (F′) Close-up images of abnormal complexes. (G) Confocal image showing the small pores in abnormal complexes upon *FAMAp>>SPCH* induction in 10 dag cotyledons. Membranes are visualized by combining the membrane marker *ML1p::mCherry-RCl2A* and propidium iodide staining (white). Green arrowheads indicate pores. (H) Quantification of additional divisions upon *FAMAp>>SPCH* or control *FAMAp>>NLS* induction in 5, 11 or 16 dag cotyledons (*n*=6-10 leaves). Complexes show additional longitudinal (long.), transverse (trans.) divisions, or both. Boxes represent the interquartile range, horizontal line the median and whiskers the minimum and maximum excluding outliers. (I-L) Confocal images showing markers of meristemoids (*EPF2g-CFP*, I), GMCs (*MUTEg-CFP*, J) or GCs (*WSBp::NLS-mTurq2*, K, and *SCAP1::NLS-mTurq2*, L) in 8 dag *FAMAp>>SPCH* cotyledons. Younger complexes that will undergo or have undergone additional divisions are highlighted by solid squares. Membranes are visualized using the membrane marker *ML1p::mCherry-RCl2A or* propidium iodide staining (white). TL, true leaf. Scale bars: 50 μm (C,E,F,G,I-L); 25 μm (F′).

Having noted that expression and protein levels of FAMA are higher in these cells, we speculated that maintaining a low level of SPCH may be important for late lineage progression. To test this, we created a line in which *SPCH* expression can be induced by dexamethasone (DEX) in the *FAMA* expression domain (i.e. late GMCs and GCs), FAMAp>>SPCH (OPp::SPCHg-Venus, FAMAp::LHG4-GR). Upon induction, ectopic SPCH resulted in additional GC divisions that were mostly longitudinal, leading to abnormal stomatal complexes reminiscent of the *fama* mutant (Fig. 1E-F′) (Ohashi-Ito and Bergmann, 2006). However, unlike in *fama* tumors, these did form pores, albeit small ones, similar to those reported in older *flp myb88* complexes (Lai et al., 2005; Yang and Sack, 1995). While we also observed transverse divisions, we found these mainly in mature complexes after the formation of completed pores (Fig. 1G,H), suggesting that this became the dominant orientation when SCD orientation was physically constrained by the presence of the pore. We observed these abnormal division phenotypes even after brief and transient induction of SPCH (Fig. S3). Occasionally, we found instances of aborted stomatal complexes, which may indicate different effects of ectopic SPCH depending on the developmental cell status (Fig. S4). Complexes with additional SPCH-driven divisions, however, did not form stomata-in-stomata. This contrasts with previous studies that destabilized GC fate by disrupting FAMA–RBR interactions (Matos et al., 2014) or by downregulation of chromatin remodelers (Liu et al., 2024). Thus, *SPCH* misexpression does not seem to induce re-initiation of the stomatal lineage and accordingly, *EPIDERMAL PATTERNING FACTOR 2* (*EPF2*), which is a direct target of SPCH during the early stomatal lineage, was not expressed in GCs upon *SPCH* induction (Fig. 1I). Instead, *MUTE* was expressed in young GCs prior to additional cell divisions (Fig. 1J), suggesting maintenance or repetition of GMC fate and associated programs. We found expression of the GC markers *WSB* (Hachez et al., 2011; Shirakawa et al., 2025) and *SCAP1* (Negi et al., 2013) in SPCH-driven complexes (Fig. 1K,L), confirming progression to GC identity.

### GC division and morphology are controlled by levels and activity of SPCH and FAMA

The role of FAMA in promoting GC differentiation and inhibiting additional divisions has been described (Hachez et al., 2011; Han et al., 2018; Matos et al., 2014; Ohashi-Ito and Bergmann, 2006), although the molecular functions of its targets and how they contribute to GC morphology have not been elucidated in detail. While increased levels of SPCH clearly affected GC division and morphology (Fig. 1F), we found that *FAMA* induction neither promoted additional divisions on its own nor could abolish SPCH-driven divisions (Fig. S5). This prompted us to ask whether the distinct effects of SPCH and FAMA during the later stages of the lineage could be at least partly explained by distinct regulatory abilities. Published chromatin immunoprecipitation sequencing (ChIP-seq) datasets suggest that their targets overlap with 73% of FAMA sites also bound by SPCH (Fig. S6) (Liu et al., 2024). It is thus possible that differences in their contribution to GC development do not stem from specificity in DNA binding but rather from different co-factors resulting in either positive or negative regulation of specific target genes. To equalize and disrupt SPCH and FAMA functionally, we attached a SUPERMAN REPRESSION DOMAIN X (SRDX) tag (Hiratsu et al., 2003) to both, turning them into dominant repressors. Expressing SRDX-tagged SPCH and FAMA in the *FAMA* domain resulted in surprisingly similar phenotypes (Fig. 2A-D). These included extra GC divisions (almost exclusively transverse); lobed GC morphologies, likely due to partial or complete transdifferentiation into pavement-like cells; and GC swelling, sometimes resulting in complex asymmetry. Taken together, the similar phenotypes that we observed supported the idea that misexpressed SPCH and FAMA largely find the same target genes but, under normal circumstances, have dissimilar effects on their expression.

**Fig. 2.**
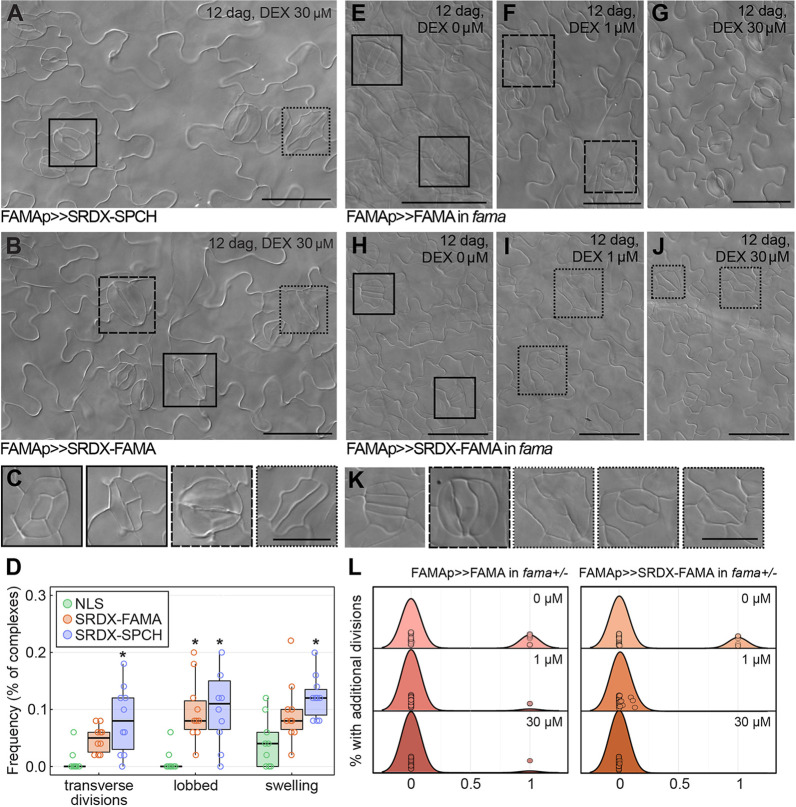
**The dual function of FAMA in cell division and differentiation depends on dosage and transcriptional capabilities.** (A,B) DIC images of *FAMAp>>SRDX-SPCH* (A) and *FAMAp>>SRDX-FAMA* (B) cotyledons after 12 days of growth on DEX. Phenotypes are highlighted as follows: abnormal transverse divisions (solid squares), lobed GCs (dotted squares) and GC swelling (dashed squares). (C) Close-up images of GC morphologies observed in *FAMAp>>SRDX-SPCH* (A) and *FAMAp>>SRDX-FAMA* (B). Frame border represents the type of phenotype: extra transverse divisions (solid), lobed GCs (dotted) and swelling (dashed). (D) Quantification of observed GC phenotypes upon SRDX-FAMA or SRDX-SPCH induction, as shown in A-C (*n*=10 leaves). *y*-axis indicates the percentage of stomatal complexes that display specific phenotypes. Asterisks indicate statistical differences between each transgenic line and the *FAMAp>>NLS* control (ANOVA, Tukey HSD, *P*<0.05). Boxes represent the interquartile range, horizontal line the median and whiskers the minimum and maximum excluding outliers. (E-G) DIC images of 12 dag cotyledons of *fama* with inducible *FAMAp>>FAMA* grown with DEX at 0 μM (E), 1 μM (F) and 30 μM (G). Solid squares indicate *fama* tumors and dashed squares indicate stomatal complexes with extra longitudinal divisions. (H-J) DIC images of 12 dag cotyledons of *fama* with inducible *FAMAp>>SRDX-FAMA* grown with DEX at 0 μM (H), 1 μM (I) and 30 μM (J). Solid squares indicate *fama* tumors and dotted squares indicate stomatal complexes with abnormal morphology, including small or lobed GCs, often with a crooked division plane. (K) Representative close-up images of GC morphologies observed in *fama* mutants transformed with *FAMAp>>FAMA* (E-G) and *FAMAp>>SRDX-FAMA* (H-J). (L) Fraction of stomata with additional longitudinal divisions in *fama^+^* mutants transformed with *FAMAp>>FAMA* (left) and *FAMAp>>SRDX-FAMA* (right) grown in control media or media supplemented with either 1 μM or 30 μM DEX (*n*=32-41 leaves). Scale bars: 50 μm (A,B,E-G); 25 μm (C,K).

FAMA acts as a positive regulator of many of its target genes (Hachez et al., 2011; Ohashi-Ito and Bergmann, 2006; Shirakawa et al., 2025). Our data demonstrate that SRDX-tagged FAMA is capable of blocking cell division in the late lineage, indicating that some of its downstream effects do not require gene activation, in line with its negative regulation of CDKB1;1 (Hachez et al., 2011). To further investigate this, we introduced both *FAMAp>>FAMA* and *FAMAp>>SRDX-FAMA* into the *fama* mutant. As expected, our regular induction levels (30 μM) fully complemented the *fama* mutant (Fig. 2E-L, Fig. S7). However, we found that lower induction of *FAMA* (1 μM), while able to fully restore GC differentiation, failed to completely prevent additional divisions, resulting in stomatal complexes with more than two GCs (Fig. 2F). Similarly, SRDX-FAMA was also capable of preventing *fama* tumors (Fig. 2H-K), confirming that the native function of FAMA as an inhibitor of cell division is at least partly mediated through transcriptional repression (Hachez et al., 2011; Weimer et al., 2018). However, division planes were often crooked and resulting GCs either became large and pavement cell-like or remained small, only rarely developing a pore, suggesting that final complex morphology and pore formation also depend on transcriptional activation. All together, these data are in support of a model in which dual roles in division and differentiation require different levels and activities of FAMA. In addition, our findings suggest that SPCH and FAMA can target some of the same downstream targets in maturing stomatal cells. It is tempting to hypothesize that higher levels of SPCH could act in part by competing for binding sites. However, additional experimental evidence is needed to support this hypothesis. In addition, competition with FAMA might not be the main mode of action of SPCH in the late lineage since co-inducing both results in the same complex morphologies as SPCH alone (Fig. S5B).

### Identification of putative SPCH/FAMA targets in the late half of the stomatal lineage

From our observations of lines misexpressing *SPCH*, *FAMA* and their SRDX-tagged (i.e. dominant negative) versions, it was apparent that modifying the level and activity of SPCH and FAMA had strong effects on GC morphology and division. We sought to identify which genes downstream of SPCH and FAMA are responsible for their effects on GCs. Previous attempts to find targets of SPCH and FAMA involved broad induction over long timeframes (Hachez et al., 2011; Lau et al., 2014, 2018), which challenged the identification of direct targets. To improve resolution, we instead used our cell type-specific inducible lines to identify and compare rapidly induced target genes of SPCH and FAMA in GMCs and GCs. First, we treated 10-day-old seedlings with DEX for 2, 3 or 4 h and used the fluorescence of the Venus-tagged TF variants driven by a *FAMA* promoter (or a nuclear-localized Venus control, *FAMAp>>NLS*) to isolate cells through fluorescence-activated cell sorting (FACS). The resulting cell populations included all cell types where the *FAMA* promoter is active: mainly GMCs and GCs, and a small portion of myrosin cells. 

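The inducible lines carry LHG4-GR, a synthetic transcription factor, under the FAMA promoter. Dexamethasone (DEX) moves LHG4-GR into the nucleus, where it activates the OP promoter in front of a Venus-tagged protein, so that yellow fluorescence marks the induced cells. The protein was SPCH, FAMA, a nuclear localization signal alone (NLS, the control), or SPCH or FAMA fused to SRDX, a domain that represses transcription. Seedlings 10 days after germination were given 30 µM DEX for 2, 3 or 4 h, their leaves were digested to single cells, and FACS collected 3000 Venus-positive cells per sample. The authors made libraries with the SMART-Seq kit, aligned single-end reads to the TAIR10 genome with STAR, counted the reads on each gene with HTSeq and deposited these counts without normalization. The count table holds 27655 genes and 57 libraries, of which 11 are NLS, 11 FAMA, 12 SPCH, 12 SRDX-FAMA and 11 SRDX-SPCH, with 3 or 4 replicates at each time point. Counts per library ranged from 29128167 to 60348384 in NLS (median 38383295), from 25026866 to 40839388 in FAMA (median 32762645) and from 15611364 to 58873262 in SPCH (median 35097652). They ranged from 8013817 to 41721496 in SRDX-FAMA (median 32491083) and from 7296381 to 45286033 in SRDX-SPCH (median 33455383). Counts were scaled here with edgeR's TMM method and are given as normalized CPM (counts scaled to a common library total). Comparisons were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes its filterByExpr function kept, and again with DESeq2's Wald test, which the paper used for time within a line and for SPCH against FAMA; against NLS the paper used a likelihood ratio test of the interaction of line and time. Reads of an induced transgene and of the endogenous gene are counted on the same gene. SPCH (AT5G53210) had 12720 ± 2094 normalized CPM (SD, n = 12) in the SPCH libraries and 18.4 ± 7.56 (SD, n = 11) in NLS, a log2 fold change of 9.43 (standard error 0.285, adjusted p = 9.76e-17 from edgeR). FAMA (AT3G24140) had 4660 ± 1029 normalized CPM (SD, n = 11) in the FAMA libraries and 251 ± 65.1 (SD, n = 11) in NLS, a log2 fold change of 4.21 (standard error 0.172, adjusted p = 1.64e-13 from edgeR). Of the libraries labelled SRDX-FAMA, 11 had at least 2540 CPM of FAMA and at most 41.4 CPM of SPCH. The library labelled SRDX-FAMA 4 h replicate 2 instead had 9510 CPM of SPCH and 339 CPM of FAMA, and the SRDX-SPCH libraries had at least 4910 CPM of SPCH and at most 411 CPM of FAMA. The library labelled SRDX-FAMA 4 h replicate 2 was kept under its label in every fit except those that left it out on purpose.

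**Figure D1:**
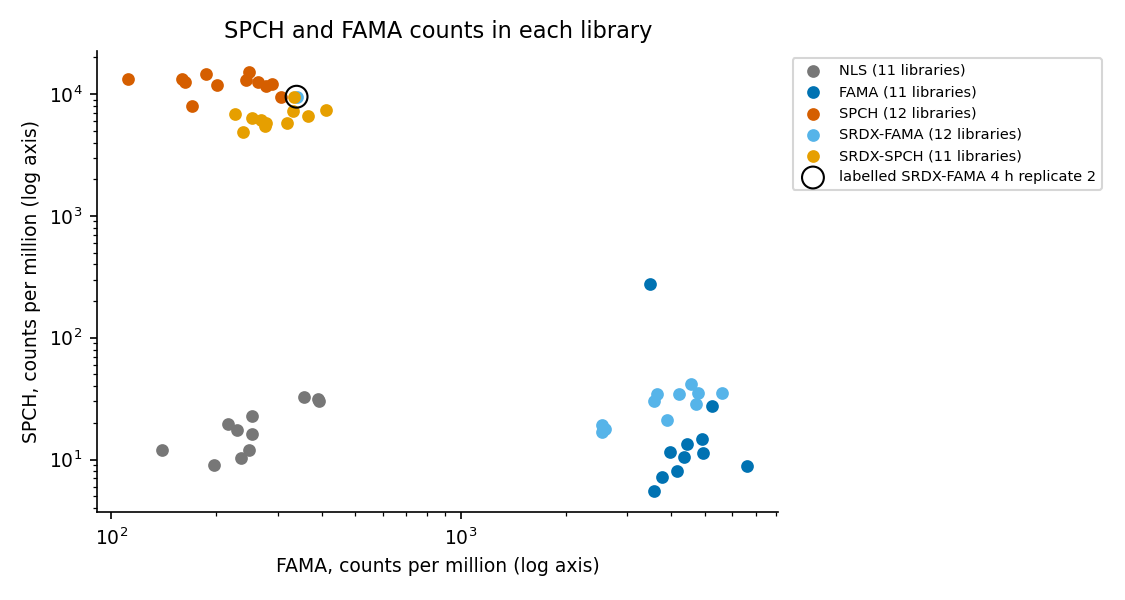
CPM of SPCH against CPM of FAMA, both on log axes, in each of the 57 libraries, coloured by line. Each point is 1 library; the circled library, labelled SRDX-FAMA 4 h replicate 2, lies beside an SRDX-SPCH library and away from the other SRDX-FAMA libraries.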

Subsequently, we sequenced mRNA of FACS-sorted cells with the goal of profiling expression changes upon TF induction exclusively in these cell types (Fig. 3A). 

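Each line was compared with NLS over all its libraries, with time point as a term of the model. Of 24366 genes tested in FAMA, 476 were higher and 1332 lower than in NLS at an adjusted p under 0.05 (edgeR). In SPCH, 668 of 24611 genes were higher and 1016 lower. The SRDX-FAMA libraries had 226 of 24327 genes higher and 321 lower, with the library labelled SRDX-FAMA 4 h replicate 2 among them. In SRDX-SPCH, 416 of 24480 genes were higher and 237 lower. The alternative that moved the total most was the sums of the replicates in FAMA (567 genes in place of 1808) and SRDX-FAMA (1456 in place of 547), and the letter at the end of the library name as a block in SPCH (3930 in place of 1684) and SRDX-SPCH (1294 in place of 653). A test of the line-by-time interaction with 2 degrees of freedom asks another question and called 0 genes in each line, beside 737 genes in FAMA, 271 in SPCH, 208 in SRDX-FAMA and 415 in SRDX-SPCH at an unadjusted p under 0.05. The gene with the smallest adjusted p in FAMA was AT3G01345, which encodes a protein of unknown function and had 32.0 ± 3.57 normalized CPM (SD, n = 11) in NLS and 0.606 ± 0.343 (SD, n = 11) in FAMA. Its log2 fold change was -5.77 (standard error 0.216, adjusted p = 4.71e-14 from edgeR), and every library of the 4 other lines had at most 2.81 normalized CPM of it, against at least 26.8 in NLS. AT1G75945, also of unknown function, had a log2 fold change of -4.47 in SPCH (adjusted p = 4.61e-09 from edgeR), -5.27 in SRDX-FAMA (adjusted p = 3.75e-08) and -4.19 in SRDX-SPCH (adjusted p = 1.92e-09). Among genes that separated SRDX-FAMA from NLS was NET1C (AT4G02710), with a log2 fold change of -1.43 (standard error 0.117, adjusted p = 7e-08 from edgeR); part of its exons is overlapped by a gene on the other strand. AT5G56460, a protein kinase gene, was higher in SRDX-SPCH than in NLS, with 22.5 ± 4.31 normalized CPM (SD, n = 11) against 8.56 ± 2.01 (SD, n = 11) and a log2 fold change of 1.42 (standard error 0.103, adjusted p = 1.43e-08 from edgeR).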

The high specificity we aimed for resulted in a limited number of affected target genes, which both strengthened and limited our follow-up approaches (Fig. S8A,B). 

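The counts of the replicates of NLS, FAMA and SPCH were summed per line and time point, which leaves 9 sums without replicates. Over the 500 genes that varied most in log2 CPM, the first principal component held 51.0% of the variance of the sums and the second 18.3%. On the first component, the NLS sums lay at -23.1, -19.2 and -14.7 at 2, 3 and 4 h, the FAMA sums at 14.3, 18.6 and 14.9, and the SPCH sums at 4.30, 3.77 and 1.17. On the second component, FAMA at 2 h lay at 16.6 and FAMA at 3 and 4 h at 1.35 and 1.30. The SPCH sums fell from -3.99 at 2 h to -11.7 at 3 h and -14.6 at 4 h. Over all genes kept by the filter, the alternative that moved the first share most, the components held 28.2% and 21.3%. With the variance stabilizing transformation, which moved the second share most, they held 57.4% and 27.6%.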

Averaging transcript abundances per time point allowed us to distinguish broad differences more clearly (Fig. 3B). However, using the NLS control as reference, we found that many differentially expressed genes (DEGs) downregulated in either SPCH or FAMA inducible lines were enriched in gene ontology (GO) terms related to DNA replication, mitosis and ACD (Fig. S8C). This was expected for FAMA, which inhibits division (Ohashi-Ito and Bergmann, 2006; Weimer et al., 2018) but not for SPCH given the phenotypes we previously observed (Fig. 1). 

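No GO annotation was used here, and gene lists written from gene names and products stood in for the GO terms. Among the 70 genes for mitosis and cytokinesis tested in FAMA, 45 were lower than in NLS (adjusted p under 0.05, edgeR), where chance gives 3.83 (adjusted p = 1.16e-37 from a one-sided Fisher's exact test). Adjusted over the list alone, 46 passed. The median log2 fold change of these genes was -1.11 in FAMA. In SPCH, 39 of 70 were lower (2.89 by chance, adjusted p = 4.7e-34 from the same test; 43 adjusted over the list alone), with a median of -0.63. In SRDX-FAMA, 17 of 71 were lower (0.937 by chance, adjusted p = 1.16e-15; 26 adjusted over the list alone), with a median of -0.26, and in SRDX-SPCH 1 of 70, with a median of -0.22. The medians kept their direction with DESeq2's size factors. The name rule also took genes that share only a clone name or a symbol, and the lists were cleared of these after seeing the data. On the cleared list, 44 of 68 genes for mitosis and cytokinesis were lower in FAMA, 39 of 68 in SPCH, 17 of 69 in SRDX-FAMA and 0 of 68 in SRDX-SPCH, the last beside 9 at an unadjusted p under 0.05 in either direction. Of genes for DNA replication, 3 of 68 were lower in FAMA and 1 of 69 in SPCH by the name rule, and 2 of 50 and 0 of 51 on the cleared list, beside 7 in each line at an unadjusted p under 0.05 in either direction, with medians of 0.02 and -0.04. CDKB1;1 (AT3G54180) fell from 8.79 ± 1.66 normalized CPM (SD, n = 11) in NLS to 1.19 ± 0.546 (SD, n = 11) in FAMA, a log2 fold change of -2.89 (standard error 0.216, adjusted p = 3.36e-09 from edgeR); 71 of its exon bases are overlapped by a gene on the other strand, and the paper's text does not state whether counting used strand. The log2 fold change of CYCD7;1 (AT5G02110) in FAMA was -1.20 (standard error 0.213, adjusted p = 0.000596 from edgeR). Other genes that separated FAMA or SPCH from NLS were AT2G33793, which encodes a DNA ligase-like protein and overlaps a gene on the other strand (log2 fold change -2.87 in FAMA, adjusted p = 3.53e-11 from edgeR), the F-box gene AT1G10780 (-2.66 in FAMA, adjusted p = 1.19e-10) and AT3G17680, which encodes a KIP1-like protein (-1.67 in SPCH, adjusted p = 2.75e-08). The test of whole lists by camera, with a preset correlation between genes of 0.01, was the alternative that moved the number of lists past the threshold most, to 27 from 6. Under fry, which takes the correlation from the data, 13 passed, among them mitosis and cytokinesis in FAMA (adjusted p = 1.38e-07), SPCH (2.44e-05) and SRDX-FAMA (0.0155). In SRDX-SPCH, where 58 of the 70 genes were below 0, the list passed by camera (adjusted p = 1.12e-06) but not under fry (0.216).

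**Figure D2:**
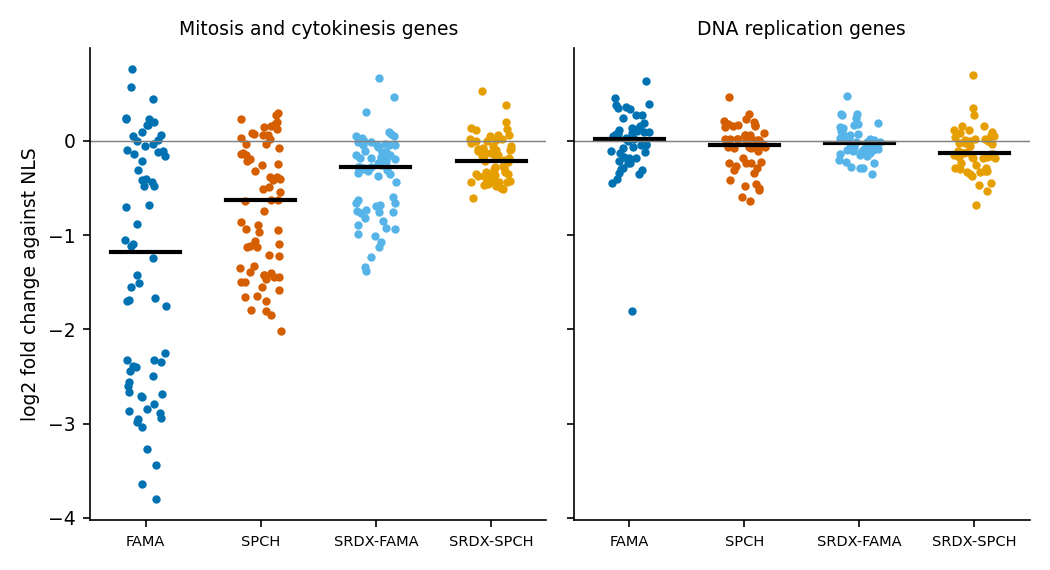
Log2 fold change of each gene for mitosis and cytokinesis and of each gene for DNA replication, on the cleared lists, in the 4 lines against NLS. Each point is 1 gene and each bar is the median; the mitosis and cytokinesis genes extend furthest below 0 in FAMA, with a median of -1.18.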

We reasoned that this could be due to a substantial difference in YFP signal strength, resulting in more cells with weak signal being included in the NLS sample and thus skewing the collected cell composition relative to the SPCH and FAMA samples (Fig. S8D). As our main interest was in differential targets of SPCH and FAMA, we instead focused our analysis on genes that were significantly up- or downregulated over time by induction of either TF or DEGs between the two. 

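SPCH and FAMA libraries were compared at each time point in a fit of its own. At an adjusted p under 0.05 (edgeR), 2 of 22697 genes differed at 2 h, 3 of 22531 at 3 h and 2 of 22415 at 4 h. At an unadjusted p under 0.05 the numbers were 1098, 1965 and 1092. Together these were 4 genes, of which SPCH and FAMA themselves are 2. The alternative that moved the number most was DESeq2's Wald test, with 317 genes, 4 of them those called by edgeR. AT3G23510, which encodes a cyclopropane-fatty-acyl-phospholipid synthase, had 9.25 ± 1.11 normalized CPM (SD, n = 3) in FAMA and 0.812 ± 0.189 (SD, n = 4) in SPCH at 3 h. Its log2 fold change in SPCH against FAMA was -3.48 (standard error 0.236, adjusted p = 0.000471 from edgeR), between -3.58 and -3.35 with each library left out in turn. HAC4 (AT1G55970), a histone acetyltransferase gene, had 17.3 ± 5.02 normalized CPM (SD, n = 3) in FAMA and 3.47 ± 1.05 (SD, n = 4) in SPCH at 3 h, a log2 fold change of -2.29 (standard error 0.252, adjusted p = 0.0287 from edgeR). Without SPCH 3 h replicate 4 its adjusted p was 0.218 (edgeR). Of the genes that DESeq2 called, 256 were called at 1 time point only, 45 at 2 and 16 at all 3.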

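Changes over time were tested within the FAMA libraries and within the SPCH libraries, each with 3 contrasts between time points. In FAMA, 0 of 23598 genes passed an adjusted p of 0.05 (edgeR), beside 4230 with an unadjusted p under 0.05 in at least 1 contrast, and the smallest adjusted p was 0.065. In SPCH, 0 of 23317 genes passed, beside 2401 at an unadjusted p under 0.05, with a smallest adjusted p of 0.0544. The NLS libraries also gave 0 genes, beside 1358 at an unadjusted p under 0.05, with a smallest adjusted p of 0.931. DESeq2's Wald test moved the numbers most, to 1164 genes in FAMA and 169 in SPCH. It left 0 in NLS, beside 1862 at an unadjusted p under 0.05, with a smallest adjusted p of 0.0503. With each FAMA library left out in turn, edgeR called 0 genes in 10 of the 11 fits and 333 without FAMA 2 h replicate 4. With the letter in the library name as a block, which leaves out the FAMA 4 h library without a letter, edgeR called 340 genes in FAMA, 35 higher and 305 lower. DESeq2 called between 313 genes, without FAMA 2 h replicate 2, and 1525, without FAMA 2 h replicate 4. In SPCH, DESeq2 called between 78 genes, without SPCH 4 h replicate 4, and 364, without SPCH 4 h replicate 2.

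**Figure D3:**
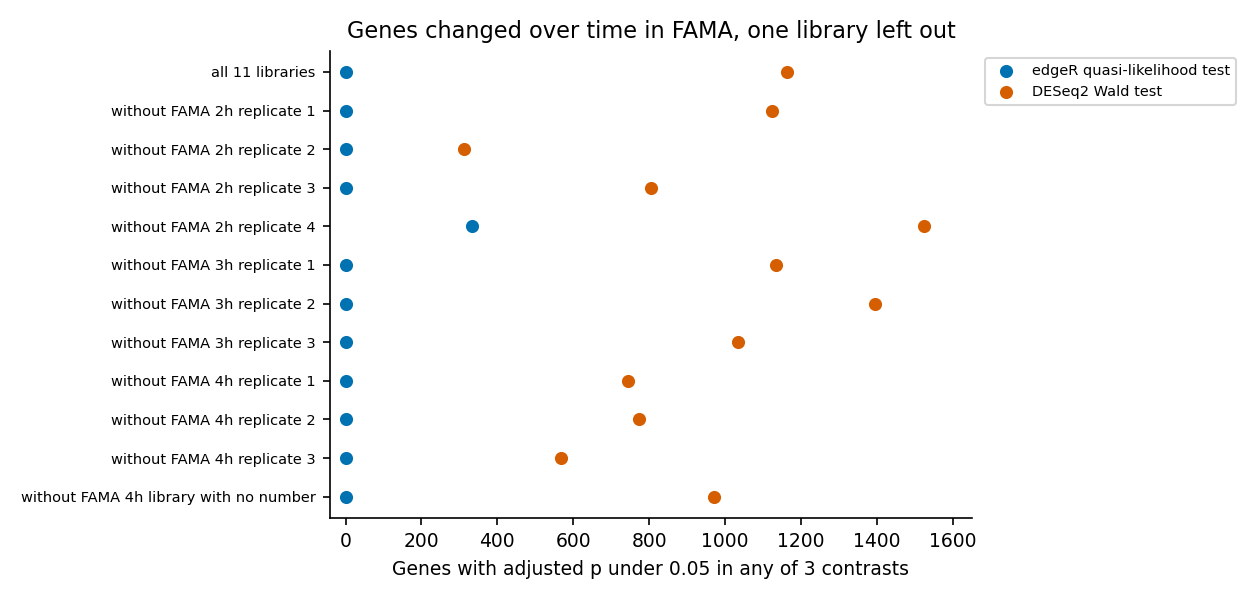
Number of genes with an adjusted p under 0.05 in any of the 3 contrasts over time in FAMA, for all 11 libraries and with each library left out in turn. Each point is 1 fit with edgeR's quasi-likelihood test or DESeq2's Wald test; the lowest DESeq2 number is 313 and the highest 1525.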

With this approach, we were able to identify 169 and 1164 putative targets of SPCH and FAMA, respectively, as well as an additional 252 DEGs between FAMAp-driven SPCH and FAMA (Fig. 3C,D, Table S1), adding up to a total of 1552 unique DEGs. 

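Over the 311 genes for cytosolic ribosomal proteins with enough counts, the mean log2 CPM in FAMA was 4.02 ± 0.138 (SD, n = 4) at 2 h, 3.74 ± 0.122 (SD, n = 3) at 3 h and 3.66 ± 0.062 (SD, n = 4) at 4 h. All 4 libraries at 4 h lay below all 4 at 2 h, a change of -0.36 (exact two-sided permutation test, p = 0.0286, the smallest that 70 splits allow; adjusted p = 0.143 over the 5 lines). The change from 2 h to 4 h was -0.04 in NLS (exact p = 0.6), -0.08 in SPCH (exact p = 0.171), -0.15 in SRDX-FAMA (exact p = 0.171) and 0.12 in SRDX-SPCH (exact p = 0.371). By gene, the median log2 fold change in FAMA was -0.40, and 267 of 307 genes were lower at 4 h, with either scaling of the counts in edgeR. Over all genes tested, 0 of the 307 passed an adjusted p of 0.05 (edgeR), and adjusted over the list alone 136 passed. Among the genes that DESeq2 called lower over time, 108 of the 319 on the list were found, where chance gives 9.39 (adjusted p = 3.74e-82 from a one-sided Fisher's exact test). The whole list was lower by camera (adjusted p = 3.67e-33) and by fry (adjusted p = 0.0315). Of 60 genes for ribosome biogenesis factors, a separate list, 2 were among those DESeq2 called lower (adjusted p = 1 from the same Fisher's test), and their median log2 fold change was -0.02. Of genes for DNA replication, 6 of 70 were among those DESeq2 called lower (2.06 by chance, adjusted p = 0.16 from the same test), and 6 of 51 on the list cleared of genes that share only a name (1.5 by chance, adjusted p = 0.0409).

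**Figure D4:**
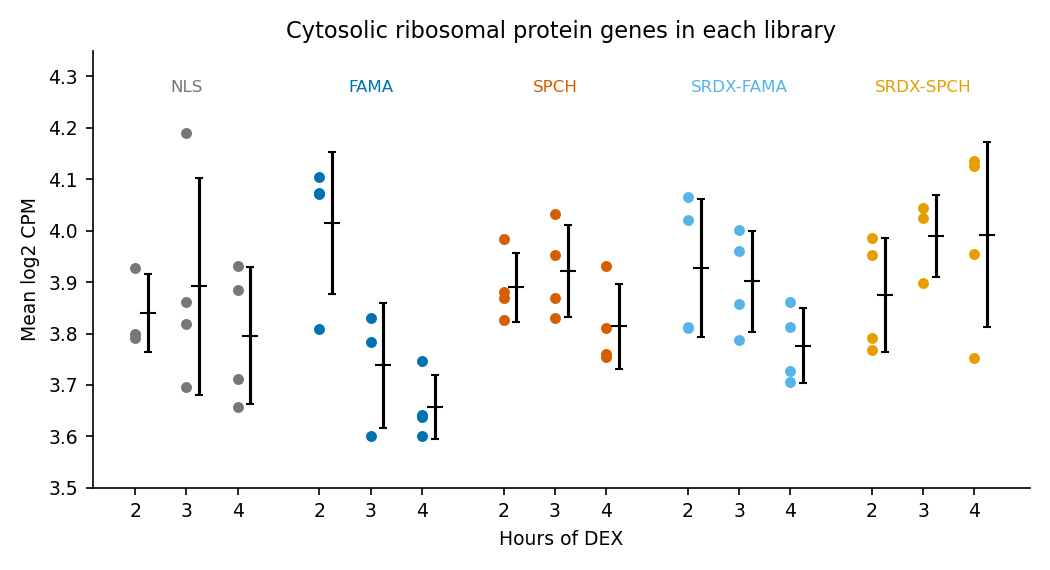
Mean log2 CPM of the genes for cytosolic ribosomal proteins in each library, by line and hours of DEX. Each point is 1 library and the black marks give the mean and SD of each group; the means in FAMA are 4.02, 3.74 and 3.66 at 2, 3 and 4 h.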

Among FAMA targets, downregulated genes were enriched in terms related to ribosome biogenesis and protein translation, in agreement with the known role of FAMA in reinforcing the transition from proliferation to differentiation. 

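No list could be tested among genes that edgeR called over time in SPCH, since it called none. Among the genes that DESeq2 called higher over time in SPCH, the list with the smallest adjusted p was that of circadian clock genes, with 2 of 29 found and 0.108 given by chance (adjusted p = 0.0623 from a one-sided Fisher's exact test). In FAMA, 5 of the same 29 were among those DESeq2 called higher (0.376 by chance, adjusted p = 0.000618 from the same test). Without 7 genes that share only a symbol with a clock gene, left out after seeing the data, the numbers were 2 of 22 in SPCH (0.0817 by chance, adjusted p = 0.0361) and 5 of 22 in FAMA (0.285 by chance, adjusted p = 0.000148). Adjusted over the list alone, 5 clock genes of the 29 passed in SPCH from 2 h to 4 h and 5 in FAMA, against 0 over all genes tested (edgeR) in either line. By camera, photosynthesis genes were lower in SPCH at 4 h than at 2 h, with a median log2 fold change of -0.33 (adjusted p = 3.46e-13). Higher by camera were genes of meristemoids and guard mother cells (median 0.36, adjusted p = 0.00436), mitosis and cytokinesis (0.14, adjusted p = 0.0161), the clock (adjusted p = 0.0167, though its median was -0.002 and 15 of 29 genes were below 0) and ribosome biogenesis factors (0.11, adjusted p = 0.0438). Under fry these 5 lists did not pass (adjusted p of 0.216, 0.22, 0.713, 0.216 and 0.599). Without the 7 genes that share only a symbol, the clock median was 0.16 and 14 of 22 genes were above 0. The adjusted p of that shorter list was 0.00103 by camera and 0.199 under fry. Myrosin cell genes passed under fry (median -0.30 over 6 genes, adjusted p = 0.0403) but not by camera (0.116), nor under fry without a gene that shares a symbol (adjusted p = 0.147).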

We were unable to detect any statistically enriched GO terms among SPCH targets.

**Fig. 3.**
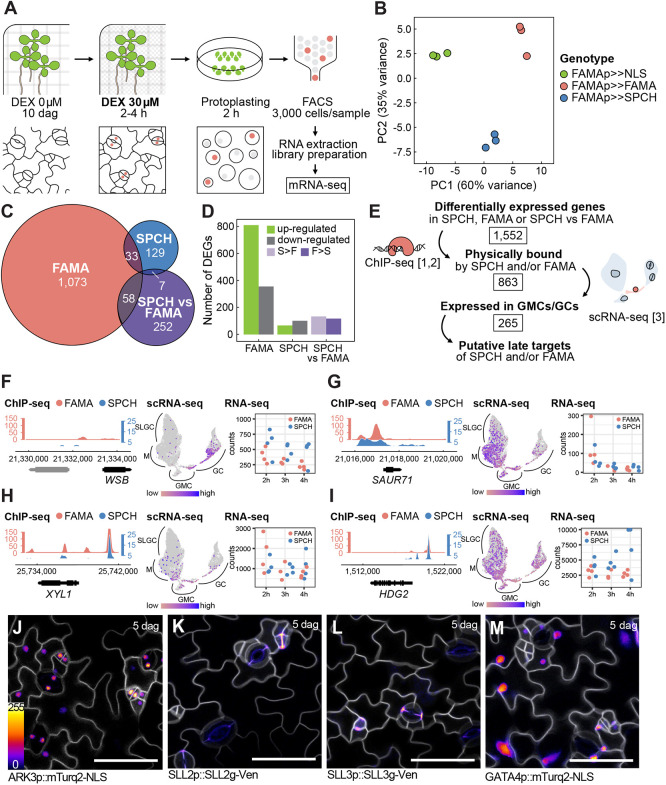
**Identification of targets of SPCH and FAMA during the late stomatal lineage.** (A) Diagram illustrating the experimental approach followed for the identification of targets using inducible lines for SPCH, FAMA and NLS (control) driven by the *FAMA* promoter (FAMAp>>X, i.e. *OPp::X-Venus*, *FAMAp::LHG4-GR*). Seedlings were initially grown for 10 days without DEX. After 2, 3 or 4 h of DEX treatment, true leaves were collected and protoplasted. Late stomatal lineage cells were sorted using FACS to collect Venus^+^ cells marking the DEX-induced cells before library preparation and mRNA-seq. (B) Principal component analysis of mRNA-sequenced samples summarized per genotype. (C) Venn diagram showing the total number of genes up- or downregulated in *FAMAp>>FAMA* and *FAMAp>>SPCH* over time after DEX induction or differentially expressed between the two. (D) Bar plot highlighting the number of genes either up- or downregulated upon FAMA or SPCH induction, or differentially expressed when comparing the two. F, FAMA; S, SPCH. (E) Schematic of the pipeline used for selecting putative targets of SPCH and/or FAMA in the late lineage for further analyses. (F-I) Examples of the information used for our target gene selection for *WSB* (F), *SAUR71* (G), *XYL1* (H) and *HDG2* (I), including data from ChIP-seq (left) (Lau et al., 2014; Liu et al., 2024), scRNA-seq (middle) (Lopez-Anido et al., 2021) and our RNA-seq (right). Overviews for additional relevant genes used in this publication are shown in Fig. S9. (J-M) Representative confocal images of transcriptional and translational reporters for newly identified late stomatal lineage markers and SPCH/FAMA target genes *ARK3* (J), *SLL2* (K), *SLL3* (L) and *GATA4* (M) showing their expression and/or localization in the late stomatal lineage in 5 dag cotyledons. The inset displays the color key for the fluorescence signal intensity. Cell membranes (white) are marked using the membrane marker *ML1p::mCherry-RCl2A*. Scale bars: 50 μm.

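DESeq2 called 341 genes in FAMA between 2 h and 3 h, of which 75 rose and 266 fell, and 1089 between 2 h and 4 h, of which 341 rose and 748 fell. It called 0 between 3 h and 4 h, beside 374 at an unadjusted p under 0.05. With edgeR, 2518 genes between 2 h and 3 h, 267 between 3 h and 4 h and 3337 between 2 h and 4 h had an unadjusted p under 0.05, and 0 passed an adjusted p of 0.05 in each contrast. In SPCH, DESeq2 called 102 genes that rose and 67 that fell between 2 h and 4 h, 5 between 3 h and 4 h and 0 between 2 h and 3 h, the last beside 1107 at an unadjusted p under 0.05. Between SPCH and FAMA, DESeq2 called 155 genes at 2 h (50 higher in SPCH), 146 at 3 h (95 higher) and 93 at 4 h (53 higher). By the DESeq2 calls, 1073 genes changed over time in FAMA only, 129 over time in SPCH only and 252 between the lines only. A further 33 changed over time in both lines, 58 over time in FAMA and between the lines, 7 over time in SPCH and between the lines, and 0 in all 3 ways. The paper proposes that the Venus signal skewed which cells were collected for NLS. It states that its interest was in targets that differ between SPCH and FAMA, and takes genes changed over time or between these lines as putative targets.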

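In FAMA, WSB (AT3G57600) had 12.2 ± 3.04 normalized CPM (SD, n = 4) at 2 h, 9.96 ± 1.99 (SD, n = 3) at 3 h and 7.40 ± 1.86 (SD, n = 4) at 4 h, and in NLS it fell from 21.1 ± 8.05 (SD, n = 3) at 2 h to 13.1 ± 4.06 (SD, n = 4) at 4 h. Its log2 fold change from 2 h to 4 h in FAMA was -0.73 (standard error 0.224, adjusted p = 0.161 from edgeR, 0.0442 from DESeq2). SAUR71 (AT1G56150) had 3.69 ± 2.39 normalized CPM (SD, n = 4) in FAMA at 2 h and 0.552 ± 0.252 (SD, n = 4) at 4 h, a log2 fold change of -2.75 (standard error 0.545, adjusted p = 0.0769 from edgeR, 7.08e-05 from DESeq2), and 0.0262 from edgeR without FAMA 2 h replicate 4. In SPCH it had 2.03 ± 1.39 (SD, n = 4) at 2 h and 0.689 ± 0.194 (SD, n = 4) at 4 h. XYL1 (AT1G68560) fell from 50.3 ± 19.6 normalized CPM (SD, n = 4) at 2 h to 25.8 ± 8.59 (SD, n = 4) at 4 h in FAMA, a log2 fold change of -0.97 (standard error 0.315, adjusted p = 0.182 from edgeR, 0.0465 from DESeq2). HDG2 (AT1G05230) had 139 ± 21.9 normalized CPM (SD, n = 4) in SPCH and 83.6 ± 15.6 (SD, n = 3) in FAMA at 3 h, a log2 fold change of 0.75 (standard error 0.184, adjusted p = 0.459 from edgeR, 0.0408 from DESeq2). In NLS at 3 h it had 137 ± 26.1 (SD, n = 4).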

From the 1552 unique DEGs, we sought to identify SPCH and FAMA targets that affect GC differentiation and morphology. Those could be either specifically upregulated in the late lineage or downregulated to prevent interference with maturation. As a first step towards the selection of candidate genes, we filtered for putative direct targets of SPCH and/or FAMA as indicated by promoter binding using published ChIP-seq datasets (Lau et al., 2014; Liu et al., 2024), which narrowed the list down to 863 genes (Table S2). Next, we made use of available scRNA-seq data (Lopez-Anido et al., 2021) to select 265 of these that were expressed in the stomatal lineage and/or with substantial transcriptional changes in the late lineage (Table S3). We surveyed these 265 genes considering their induction in our dataset, spatiotemporal expression according to scRNA-seq, induction by SPCH or FAMA in previous publications (Hachez et al., 2011; Lau et al., 2018), as well as their predicted function, to select 23 candidates for further study (Fig. 3E-I, Fig. S9, Table S4). 

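Of the 23 selected genes, each in the comparison in which the paper called it, 0 passed an adjusted p of 0.05 over all genes tested (edgeR), and their unadjusted p lay between 4.07e-05 and 0.00888. Adjusted over the list alone, 23 passed, which is not independent evidence because the study chose the list on these samples. DESeq2's Wald test, the alternative that moved these calls most, called each of the 23, with adjusted p from 2.64e-05 to 0.0465. With the letter in the library name as a block, edgeR called CRT1b, XYL1, LTL1, SLL2, GATA4 and RGF6, which is 6 of the 23. The largest falls between 2 h and 4 h in FAMA were those of SAUR71 and of LTL1 (AT3G04290), whose log2 fold change was -2.07 (standard error 0.494, adjusted p = 0.0998 from edgeR). CRT1b (AT1G09210) had the smallest edgeR adjusted p of the list, 0.065, with a log2 fold change of -0.76 (standard error 0.132), and 0.0273 without FAMA 2 h replicate 4. RIP3 (AT3G53350), with a log2 fold change of -0.72 (adjusted p = 0.097 from edgeR), likewise passed without that library, at 0.0351. WRKY46 (-0.94), MYB77 (-0.85) and RGF6 (-1.18) had adjusted p between 0.0986 and 0.106 (edgeR). For RGF6, 673 of 680 exon bases are overlapped by AT4G16510 on the other strand, so that its counts are uncertain. BRXL2 (AT3G14000) fell by 0.91 on the log2 scale between 2 h and 3 h in FAMA (adjusted p = 0.27 from edgeR). In SPCH from 2 h to 4 h, HIPP20 (AT1G71050) had a log2 fold change of -0.99 (standard error 0.168, adjusted p = 0.0923 from edgeR) and GRP7 (AT2G21660) of 1.14 (standard error 0.191, adjusted p = 0.0871 from edgeR). Between SPCH and FAMA, SDD1 (AT1G04110) at 2 h had the largest log2 fold change after PDF1, 2.09 (standard error 0.37, adjusted p = 0.373 from edgeR). SBP2 (AT4G14040), for which 99.3% of 50-base exon windows occur once in the genome, had a log2 fold change of 1.27 at 3 h. GRPL1 (AT4G18280) at 4 h and AT5G43450 at 3 h were higher in FAMA, with log2 fold changes in SPCH against FAMA of -0.85 and -1.30 (adjusted p = 0.437 and 0.459 from edgeR).

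**Figure D5:**
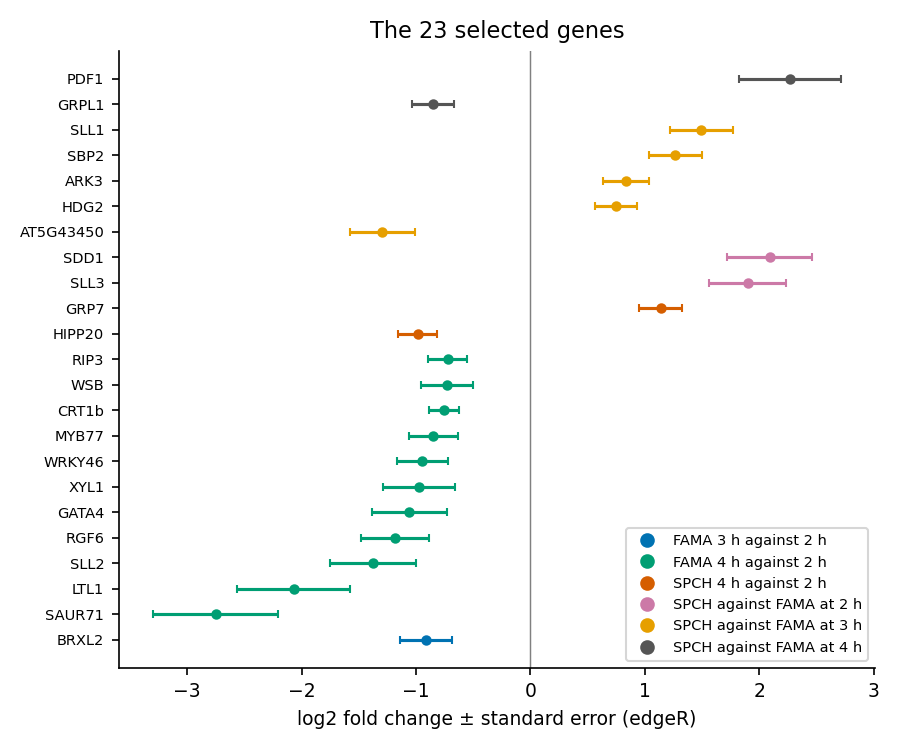
Log2 fold change with its standard error (edgeR) of each of the 23 selected genes in the comparison in which the paper called it, coloured by comparison. SAUR71 lies lowest, at -2.75, and PDF1 highest, at 2.27.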

We prioritized genes with predicted functions as TFs, receptors and other signaling factors or with known associated roles in cell division or expansion. Separately, we also selected some genes showing a sharp increase or decrease during the late stomatal lineage (see Materials and Methods).

Using transcriptional and translational reporters, we confirmed expression of most of the candidate genes in the stomatal lineage (Fig. 3J-M, Fig. S10). Expression patterns were already published for *SDD1* and *WSB* (Hachez et al., 2011; Shirakawa et al., 2025; Von Groll et al., 2002) and our lines confirmed expression in the late lineage (Fig. S10C,D). ARMADILLO REPEAT KINESIN 3 (ARK3) was previously identified as an SPCH target localized to the pre-prophase band during the ACD (Lau et al., 2014), but our transcription reporter indicated that its expression extends into the later stomatal lineage (Fig. 3J). In addition, we identified three previously undescribed leucine-rich repeat (LRR) family proteins as putative targets that are specifically expressed in the stomatal lineage, which we named STOMATAL LINEAGE LRRs 1-3 (SLL1-3) (Table S4, Fig. 3K,L). Translational reporters revealed that SLL2 and SLL3 localize to cell membranes of GMCs and GCs. Finally, we also selected genes downregulated by FAMA that were predicted to decrease in expression during stomatal differentiation, potentially having a negative effect on differentiation and, indeed, the GATA4 reporter showed that it is present in most epidermal cells but absent in GCs (Fig. 3M).

### Putative targets of SPCH and FAMA in the late lineage control GC size and symmetry

Next, we investigated what role these putative targets of SPCH and FAMA may have in symmetrically dividing stomatal cells. In an effort to identify stage- and cell type-specific functions, we created misexpression lines for some of the selected genes using the *FAMA* promoter. 

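Between 2 h and 4 h in FAMA, 19 of the 23 selected genes had a log2 fold change below 0 and 3 above 0, with a median of -0.72. At an unadjusted p under 0.05, 14 were lower and 1 higher, and 0 passed an adjusted p of 0.05 (edgeR). Over the same hours, 21 of the 23 were below 0 in NLS, with a median of -0.46, and 13 in SPCH, with a median of -0.14. Against NLS over all time points, 13 were lower in FAMA and 9 in SPCH at an adjusted p under 0.05 (edgeR), and 0 were higher in either line, beside 0 in FAMA and 1 in SPCH higher at an unadjusted p under 0.05.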

Since most of these genes were downregulated by FAMA (Table S4), we reasoned that ectopically increasing their levels would reveal their role during normal GC development while avoiding potential effects in the early lineage. In the case of TFs, we also used SRDX-fused versions to create a dominant-negative effect. Each putative target was expressed as a fusion with a Venus tag, enabling us to confirm its expression in GMCs and GC as well as the subcellular localization of each gene product (Fig. 4A,B, Fig. S11). In the case of PDF1 (Abe et al., 1999, 2001), a putative extracellular proline-rich protein, we show for the first time that this protein is dramatically enriched at the cell wall or plasma membrane facing the stomatal pore (Fig. 4B). To detect any effects from the misexpression of the putative targets on GC morphology and/or division, we measured stomatal size and density in two to four T2 lines per misexpression line in 12-day-old seedlings. We expected that changes in stomatal size would be indicative of altered GC morphology. In addition, stomatal density is inversely correlated to size, thus changes in size likely affect stomatal density as well (Doheny-Adams et al., 2012; Franks and Beerling, 2009). Based on this, we reasoned that both measurements would be informative initial readouts and criteria to select lines of interest for further experiments. Misexpression of several candidate genes did indeed affect stomatal size or density (Fig. 4C,D, Fig. S12). Specifically, *WSB* and *SMALL AUXIN UP RNA 71* (*SAUR71*) increased stomatal size while *ɑ-XYLOSIDASE 1* (*XYL1*) decreased it. In turn, misexpression of *XYL1* led to a large increase in stomatal density and *SRDX-GATA4* caused a slight decrease (an opposite effect to that of *GATA4*) (Fig. S12).

**Fig. 4.**
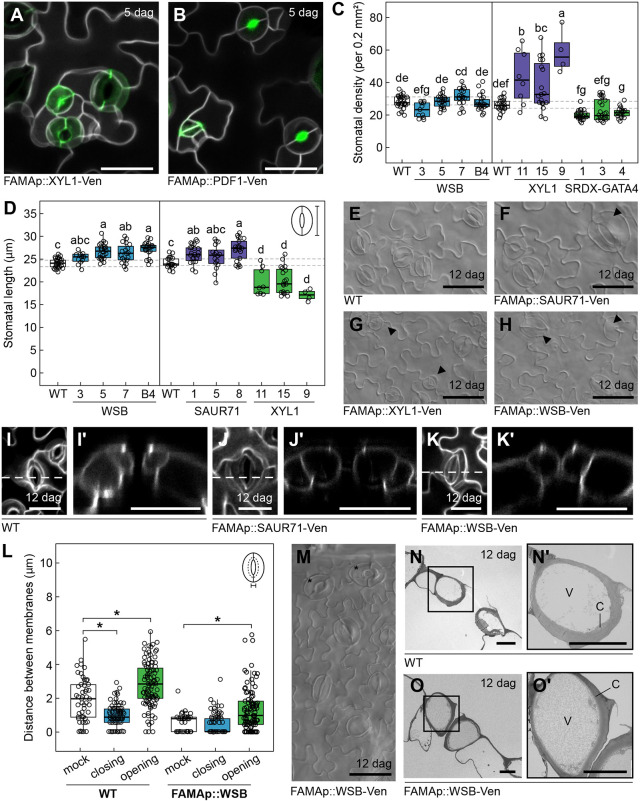
**Targeted misexpression of targets of SPCH and FAMA in the late lineage impairs GC size and symmetry.** (A,B) Representative confocal images showing the subcellular localization of XYL1 and PDF1 upon misexpression driven by the *FAMA* promoter in cotyledons at 5 dag. (C,D) Stomatal density (C) and length (D; as shown in the schematic) in 12 dag cotyledons of T2 lines misexpressing putative targets of SPCH and FAMA (*n*=4-24 leaves). Dashed lines represent quartiles of wild type (Col-0). Different letters indicate statistical differences between lines (ANOVA, Tukey HSD, *P*<0.05). Boxes represent the interquartile range, horizontal line the median and whiskers the minimum and maximum excluding outliers. (E-H) DIC images of 12 dag cotyledons showing altered stomatal morphology in lines misexpressing *SAUR71* (GC bloating; F), *XYL1* (small asymmetric complexes; G) and *WSB* (large closed complexes and large single GCs; H). Arrowheads mark abnormal GC phenotypes. (I-K′) Representative confocal images and cross-sections of lines that show bloated GCs or larger GC complexes, i.e. SAUR71 (J,J′) and WSB (K,K′), compared to wild type (I,I′). Dashed lines indicate the region corresponding to each accompanying cross-section. (L) Distance between cell membranes of sister GCs (as shown in the schematic) in complexes from 8 dag cotyledons of wild type and *FAMAp::WSB* after treatment with mock, closing or opening solutions. Asterisks indicate statistical differences compared to wild type (unpaired, two-tailed Student's *t*-test, *P*<0.01) (*n*=3-5 leaves). Boxes represent the interquartile range, horizontal line the median and whiskers the minimum and maximum excluding outliers. (M) DIC image showing open hydathode GC pores in 12 dag cotyledons of *WSB* misexpression lines, near the cotyledon tip, marked by asterisks. (N-O′) Cross-sectional TEM images of stomatal complexes in 12 dag cotyledons of wild-type (N,N′) and *WSB* misexpression (O,O′) lines. Solid squares indicate the regions corresponding to each accompanying close-up image. For all confocal images, membranes are marked with propidium iodide or the plasma membrane marker *ML1p::mCherry-RCl2A* (white). C, cytosol; V, vacuoles; WT, wild type. Scale bars: 50 μm (A,B,E-H,M); 5 μm (N-O′).

A closer examination of the lines showing changes in size or density revealed two main classes of abnormal GC morphology: changes in GC size causing asymmetry between sisters and formation of large SGCs. For example, upon *SAUR71* misexpression, GCs were bloated to different degrees (Fig. 4E,F). In these lines, pore morphology was normal, but the outer walls of the GCs were distended. In contrast, *XYL1* misexpression also resulted in asymmetrical GC complexes, but this was due to one sister GC failing to expand, resulting in either a very small pore or no visible pore at all (Fig. 4A,G). Lastly, misexpression of *WSB* resulted in an increase in stomatal size and obvious swelling of GCs. Unlike in *SAUR71* misexpression, the swelling was symmetrical between sister GCs and seemed to affect the pore, which appeared to be closed (Fig. 4H). Cross-sections through GCs of wild-type, *SAUR71* misexpression and *WSB* misexpression lines confirmed these observations, showing that complexes in lines misexpressing *SAUR71* remain open while those in lines misexpressing *WSB* have little to no space between the membranes of sister GCs (Fig. 4I-K′). We questioned whether these GCs were unable to open due to the bloating or because constitutive signaling kept them closed. To distinguish between these two possibilities, we treated cotyledons with stomatal opening and closing solutions (see Materials and Methods) and measured the distance between GC membranes at the pore. We found that GCs of *WSB* misexpression lines were able to open the pore (or at least increase distance between membranes) but at a reduced amplitude (Fig. 4L, Fig. S13A-F), suggesting that it is their swollen morphology that impairs their function. Interestingly, we noted that, in *FAMAp::WSB* leaves, the stomatal pores in the hydathodes (i.e. specific pores in the leaf margins associated with guttation) remain open, indicating that WSB might play a smaller role in their morphology (Fig. 4M). Finally, we used transmission electron microscopy (TEM) to characterize the ultrastructural changes in *FAMAp::WSB* GCs that might result in the formation of closed complexes. Cell walls of *FAMAp::WSB* GCs looked similar to that of wild type (Fig. 4N-O, Fig. S13G-I). However, there was increased electron density at the pore deposition site and in vacuoles, which led us to hypothesize that a change in vacuole content might contribute to the GC swelling and inability to open.

### Timely expression of targets of SPCH and FAMA controls SCD

Misexpression of *WSB*, *SRDX-GATA4* and *SRDX-HDG2* in the *FAMA* domain resulted in large SGCs, occasionally with a kidney shape (Fig. 5A-C, Fig. S14). Optical cross-sections of the SGCs revealed that they are often larger in all dimensions than typical two-celled complexes (Fig. 5A′-C′). Stomatal pore material, likely cutin and wax, accumulated in a ring-like structure centered in the exterior wall, although it appeared more diffuse than in wild type (Figs 5A-C and 4I). The accumulation of pore material did suggest that SGCs are undergoing stomatal differentiation. To confirm this, we crossed *FAMAp::WSB* with a transcriptional reporter for the mature GC marker *SCAP1* (Negi et al., 2013). Indeed, we detected SCAP1 in the SGCs induced by *WSB* misexpression, indicating that they display aspects of GC identity (Fig. 5D).

**Fig. 5.**
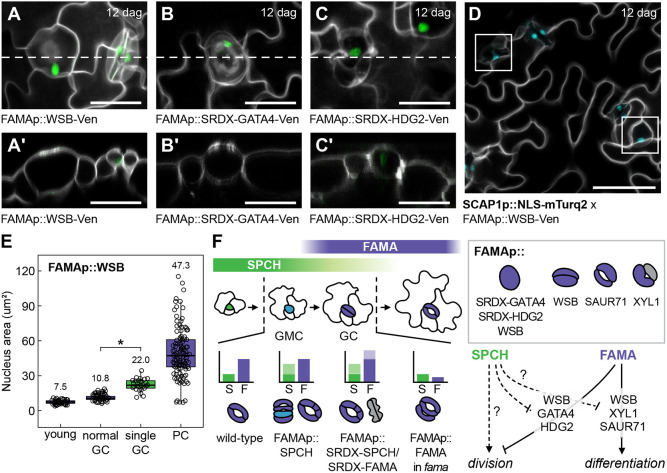
**Misexpressed targets of SPCH and FAMA in the late lineage induce the formation of arrested SGCs.** (A-C′) Representative confocal images showing single GCs induced by *FAMAp*-driven misexpression of *WSB* (A) or SRDX-tagged dominant-negative versions of *GATA4* (B) or *HDG2* (C) in 12 dag cotyledons. Dashed lines indicate the region corresponding to the accompanying cross-sections in A′-C′, which emphasize the large volume of these single GCs in comparison to regular GCs and the accumulation of propidium iodide centrally on the outer surface of the cells. (D) Representative confocal image highlighting the presence of a *SCAP1* transcriptional reporter in single GCs and paired GCs from 12-day-old cotyledons of *FAMAp::WSB.* Membranes are stained with propidium iodide and the plasma membrane marker *ML1p::mCherry-RCl2A* (white). Boxes highlight single guard cells. (E) Graph comparing nucleus area of different epidermal cell types in 8 dag cotyledons of *FAMAp::WSB* (*n*=2-5 leaves). Nuclei and membranes were stained with Hoechst 333425 and propidium iodide. Asterisk indicates statistical difference between normal and single GCs (unpaired, two-tailed Student's *t*-test, *P*<0.05). Boxes represent the interquartile range, horizontal line the median and whiskers the minimum and maximum excluding outliers. Numbers above box plots indicate sample mean. (F) Schematic overview summarizing results presented in this paper. Left: Schematic representation of phenotypes resulting from different relative levels of SPCH (S) and FAMA (F) in simplified graphs. Top right: Changes in GC morphology caused by FAMAp-driven missexpression of SPCH and FAMA target genes. Bottom right: The relationships between SPCH, FAMA, their putative target genes, and the downstream GC features they affect. Scale bars: 25 μm (A-C′); 50 μm (D).

We were surprised to find that misexpression of putative SPCH/FAMA targets under the *FAMA* promoter was able to arrest the GMC division since *FAMA* expression starts late in the G2 phase of the cell cycle (Zuch et al., 2023). Previous lines producing SGC phenotypes involved premature expression of FAMA using the *MUTE* promoter (Han et al., 2018) and plants with later increases in FAMA did not produce SGCs (Fig. 2). Thus, it appears that, at the levels we induced, FAMA itself cannot prevent the stomatal SCD but several of its target genes can. To confirm at which stage of the cell cycle large SGCs arrest, we determined relative nuclear size by applying Hoechst staining and measuring different epidermal cell types. Nuclei of regular GCs were slightly larger than those of young stomatal cells whereas pavement cell nuclei appeared about 4- to 6-fold larger (Fig. 5E, Fig. S15). Nuclei of SGCs induced by WSB were ∼2-fold larger than those of regular GCs in the same leaves. In addition, they were of similar size as those formed upon the overexpression of a dominant-negative version of CDKB1;1 (*CDKB1;1-N161*), nuclei of which were previously reported to be larger than those of wild type due to arrest during G2 (Boudolf et al., 2004) (Fig. S15). Therefore, our observations support the hypothesis that WSB-induced SGCs have differentiated during G2, similar to large SGCs formed upon misexpression of *SIAMESE- RELATED 1* (*SMR1*) or *CDKB1;1-N161* (Boudolf et al., 2004; Han et al., 2022). However, with our current data, it is unclear whether WSB, SRDX-GATA4 and SRDX-HDG2 promote the formation of SGCs only by blocking cell division, or whether they also actively promote premature GC differentiation (Fig. 5F).

## DISCUSSION

Classically, functional differences among SPCH, MUTE and FAMA have been attributed to a combination of distinct temporal expression and protein domains (Davies and Bergmann, 2014). Recent scRNA-seq data has challenged the temporal separation of all three, showing that while *SPCH* expression peaks in the early lineage, it persists in GMCs, and this late expression maintains stomatal fate commitment (Lopez-Anido et al., 2021). Here, we show that SPCH protein can be detected in GMCs and young GCs, resulting in these cells co-expressing SPCH and FAMA. Noting that SPCH levels are relatively low around the GMC-to-GC transition, we speculated that, although SPCH is required, its levels must be low for proper stomatal development. Indeed, inducing an excess of SPCH in the *FAMA* expression domain resulted in stomatal complexes with additional divisions and reduced GC size. Most abnormal divisions were longitudinal and resembled those reported for *fama* or *flp myb88* mutants (Lai et al., 2005; Ohashi-Ito and Bergmann, 2006), suggesting that increased SPCH in the late lineage either induces SCDs itself or impairs the ability of FAMA to inhibit them. As moderate late lineage overexpression of *SPCH* did not cause the same phenotype (Matos et al., 2014), high SPCH levels are apparently required for this change. Previous reports showed that ectopic GC divisions can be induced by short-lived FAMA, a disturbed FAMA–RBR interaction, or a reduction of chromatin remodeling factors (Liu et al., 2024; Matos et al., 2014). These mainly resulted in ACDs and stomatal lineage re-entry but could also result in occasional longitudinal divisions (Liu et al., 2024; Matos et al., 2014). Conversely, we found that excess SPCH did not reinitiate the lineage: it produced neither stomata-in-stomata nor expression of early stomatal markers. Instead, a persistence of *MUTE* indicates that GMC identity is maintained. Interestingly, this contradicts the idea that SPCH specifically promotes meristemoid ACDs, suggesting that the type of division induced by SPCH depends on the cellular context. Indeed, recent findings implicate SPCH in organ regeneration, supporting the notion that SPCH may be employed to boost division capacity in multiple contexts (Tang et al., 2025). Thus, the function of SPCH during GMC and GC stages likely depends both on precise dosage as well as the induction of cell type-specific target genes. Contrary to the effect of excess SPCH on GC division, we found that ectopically increasing FAMA did not have a substantial effect. This suggests that, while persistence of FAMA is key for GC maintenance, slight increases generally do not affect GC development, although a previous study reported that a FAMA transgene resulted in the formation of stomata-in-stomata, indicating lineage re-entry (Lee et al., 2014).

To further disentangle SPCH and FAMA roles in GMCs and GCs, we equalized and disrupted SPCH and FAMA transcriptional regulation by tagging both with SRDX, turning them into dominant repressors (Hiratsu et al., 2003). Previously, FAMA-EAR was shown to produce *fama* (Ohashi-Ito and Bergmann, 2006), which is not completely in line with the role of FAMA as a repressor of some of its division-related targets (Hachez et al., 2011; Weimer et al., 2018). Here, we found that SRDX-SPCH and SRDX-FAMA resulted in similar phenotypes, including transverse divisions of GCs, complex asymmetry and lobed cell morphology suggestive of trans-differentiation to pavement cell identity. This indicates that both TFs target overlapping programs but, in native conditions, result in different outcomes. However, it does not reveal whether SPCH induction acts (in part) by impairing FAMA action through competition. By rescuing the *fama* mutant with low levels of FAMA, we found that low FAMA levels can indeed lead to additional symmetric divisions and GC complexes composed of three cells (Fig. 5F). While this did not exactly replicate the *FAMAp>>SPCH* phenotype, it suggests that prevention of GC division requires low SPCH as well as high FAMA levels. In addition, it indicates that lower FAMA levels are needed to promote differentiation than to inhibit division. These two activities were previously partly unlinked in recent work as FAMA targets WSB and SCAP1 were found to specifically promote GC differentiation (Shirakawa et al., 2025). While in that work WSB was found to repress *SCAP1* in myrosin cells, we here show that WSB does not reduce SCAP1 levels in regular or SGCs (Fig. 5D), highlighting differences in cell type-specific target gene regulation. Such differences are as-of-yet unexplained but might provide a starting point for future analysis of TF–target relationships across cell types. Finally, we also found that SRDX-FAMA was able to rescue *fama* GC division but not differentiation, indicating that the latter relies more strongly on FAMA acting as transcriptional activator. Alternatively, this could be the result of the SRDX domain rendering the FAMA protein non-functional, although its ability to prevent GC division indicates at least partial functionality.

Together, our experiments suggested that both SPCH and FAMA control GC development and that, despite similarities in their DNA binding (Lau et al., 2014; Liu et al., 2024), their respective effects are distinct. It remains unclear how SPCH and FAMA achieve their combined effects in GCs as no evidence for physical interaction or competition for binding sites has been found. SPCH was not recovered in proximity labeling experiments targeting FAMA (Mair et al., 2019), although this could be the result of lower SPCH abundance in GCs. Direct physical interaction between SPCH and FAMA might not occur if the two compete for binding sites when they regulate shared and unique target genes but the exact protein-level interactions and dynamics remain to be investigated. Regarding their functional outcomes, we show that SPCH induces cells to divide during both stomatal lineage initiation and when overexpressed in GMCs/GCs, yet the types of divisions (ACDs versus SCD) differ. Stage-specific chromatin landscapes and unique co-factors likely contribute to these different outcomes. We sought to understand which TF- and stage-specific target genes underlie these different outcomes. Using a cell type-specific transcriptomic approach and available ChIP-seq and RNA-seq datasets, we selected 23 putative targets. In investigating the function of these targets, we found that misexpression of several of them affected GC size and morphology leading to bloating, asymmetry between sister GCs and the formation of large SGCs. As some of these phenotypes overlap with those observed when inducing SPCH and SRDX-tagged SPCH or FAMA, these genes are likely to play a role in the execution of these programs.

Among the putative targets of SPCH and FAMA we identified several TFs. *WSB* was recently described as a key target of FAMA in GC differentiation (Shirakawa et al., 2025). Our misexpression of *WSB* resulted in overexpansion of GCs, which was accompanied by a permanently closed pore in most stomata, excluding hydathode GCs, which remained open. These closed pores appeared to be the result of a change in physical cell properties rather than impaired signaling, as they were capable of opening and closing, as measured by the distance between GC membranes, albeit at a lower amplitude. Indeed, TEM revealed that, although cell walls in overexpanded GCs are similar to those of wild type, their vacuoles are more electron-dense, suggesting an accumulation of unknown proteins. WSB was also linked to differentiation of myrosin cells (Shirakawa et al., 2025), in which vacuoles contain homogeneous electron-dense material essential for their role in defense (Andréasson et al., 2001; Shirakawa and Hara-Nishimura, 2018). The vacuolar density in bloated *WSB* GCs indicates that these cells might have some myrosin cell traits, resulting in a mixed cell state that interferes with GC function.

In addition to GC overexpansion, misexpression of *WSB* induced the formation of large SGCs that expressed *SCAP1* and formed a central deposition of pore-like material. Similar large SGCs have been previously reported when various regulators of cell division are impaired, such as in *sol1 sol2 amiR-tso1* mutants (Simmons et al., 2019), CDKB1;1 dominant-negative overexpression (Boudolf et al., 2004) and *SMR1* overexpression (Han et al., 2022). *SOL1* and its homologs are DREAM complex members that regulate cell fate and division (Simmons et al., 2019). The nuclear size of *WSB* SGCs indicated that they had undergone S phase and differentiated during G2. We were surprised that SGCs could be induced by misexpression near the end of G2 considering that *FAMA* expression starts only ∼3 h before the SCD (Zuch et al., 2023) and FAMA itself was only able to block division when expression under the *MUTE* promoter (Han et al., 2018). This indicates that the timing of FAMA targets is crucial for proper execution of the SCD. In addition to WSB, dominant-negative SRDX fusions of GATA4 or HDG2 also resulted in the formation of SGCs. These findings indicate that FAMA directs the expression of several downstream TFs to inhibit divisions at the right time, with targets such as WSB providing a more direct path to division control. In a wild-type scenario, instead, timely activation of WSB and downregulation of GATA4 and HDG2 ensure that GCs do not divide any further after the first SCD.

From our putative targets, we also identified new stomatal marker genes and non-TF regulators of stomatal morphology. Three LRRs of unknown function, which we name *STOMATAL LINEAGE LRR* (*SLL1*: *AT3G17640*; *SLL2*: *AT3G20820*; *SLL3*: *AT5G23400*) are specifically expressed in the stomatal lineage with *SLL2* and *SLL3* acting as markers of the late stomatal lineage. SLL2, SLL3, the putative extracellular proline-rich protein PDF1, and the α-xylosidase XYL1 all preferentially localize to GC cell membranes and/or pore structures. Misexpression of *XYL1* reduced GC expansion leading to smaller, sometimes asymmetric, complexes. XYL1 is required for xyloglucan maturation and has previously been shown to affect sepal elongation and trichome branching (Sampedro et al., 2010), suggesting a potential role for cell wall modifications during the late lineage in shaping GC morphology. XYL1 overexpression might decrease GC size by causing a premature or disproportional increased cell wall rigidity due to excessive xylose removal and higher xyloglucan cleavage, although this mechanism would require further investigation. In contrast, misexpression of *SAUR71* caused overexpansion of GCs, which sometimes showed blebbing but did form the pore. *SAUR71* was previously found in the stomatal lineage and, together with fellow members of the *SAUR41* subfamily, coordinates cell expansion and proliferation (Qiu et al., 2013). In light of our data, SAUR71 could contribute to GC expansion with its levels carefully constrained to control GC size.

### Conclusions

Our study shows that the final steps of stomatal development are regulated by FAMA and SPCH levels to ensure the formation of exactly two GCs of proper size and shape. We identify previously unknown late stomatal genes downstream of SPCH and FAMA that control division and differentiation. We show that timely expression of these is crucial for stomatal formation, and that their misexpression impairs final GC division and morphology (Fig. 5F). Our data highlight that regulation of the single SCD preceding GC formation is tight with premature expression of WSB, one of the targets of FAMA, being able to block division where FAMA itself cannot. Extended expression of *SPCH* in the late lineage has been shown to be key for stomatal commitment (Lopez-Anido et al., 2021), but here we show that SPCH levels need to be kept low to prevent additional SCDs, either directly or through competition with FAMA. This challenges the idea that SPCH specifically induces asymmetric divisions, suggesting instead that the outcome of its division-promotive effect depends partly on cell identity. In addition, our data raise questions about the different effects of SPCH and FAMA on division and differentiation programs. While ChIP-seq has revealed a large overlap in bound genes, it remains to be discovered which of these are relevant and how differences on interactors enforce functional divergence between SPCH and FAMA as well as between early and late SPCH. Cell type-specific chromatin landscapes and proteomes could reveal driving factors in these differences.

### Study limitations

To identify targets of SPCH and FAMA specific to GMCs and GCs, we avoided broad misexpression to maintain normal tissue composition, instead choosing to use short, cell type-specific induction of SPCH or FAMA. While this allowed us to identify cell type- and stage-specific targets, the tradeoff was that we were only able to detect a limited number of DEGs. This was likely due to noise resulting from induction and FACS approaches, inclusion of a small number of myrosin cells, and overall subtler changes at the whole transcriptome level leading to a higher number of false negatives. Although our strategy was successful in identifying several factors that act in GC development, future research studying highly specific developmental events may benefit from combining these specific approaches with more tractable and sensitive methodologies.

## MATERIALS AND METHODS

### Plant material

All *Arabidopsis thaliana* mutants and transgenic lines used in this work, detailed in Table S6, were in the Col-0 background.

### Plant growth conditions

Surface-sterilized seeds of *A. thaliana* were sown onto half-strength Murashige and Skoog (½ MS) growth media without sucrose and with 0.8% agar. Seeds were stratified for 2 days at 4°C, after which seedlings were grown for 5-12 days in a Percival growth chamber under standard long-day conditions (16 h light:8 h darkness), light intensity of ∼120 μmol m^2^ s^−1^ and a day/night temperature cycle of 22°C/20°C.

### Molecular cloning and plant transformation

Primers used for cloning and genotyping are listed in Table S5. Constructs for plant transformation were cloned using GreenGate backbone pGreenII (Lampropoulos et al., 2013). Transgenic plants were generated by floral dip and transgenic seedlings were selected on ½ MS without sucrose based on antibiotic resistance (15 mg/l phosphothricin or 7.5 mg/l sulfadiazine).

### Microscopy

Abaxial leaf surfaces were imaged for all experiments. Differential inference contrast (DIC) images were taken with a Leica DMi8 inverted scope using 20× and 40× objectives and the tiling function. Fluorescence imaging was performed on a Leica SP8 or Stellaris confocal microscope with HyD and PMT detectors using 20× and 25× water objectives. Cell outlines were visualized using the plasma membrane marker *ML1p::mCherry-RCl2A* (Davies and Bergmann, 2014) or propidium iodide (10 μg/ml). Nuclei were stained with Hoechst 333425 (10 μg/ml). All microscopy images were analyzed using Fiji. For fluorescent reporters, raw *z*-stacks were projected with the ‘Sum Slices’ function.

### Stomatal size and density quantification

Stomatal size and density were measured from DIC images of cleared leaves mounted using Hoyer's solution (gum arabic, glycerol and chloral hydrate in water). For the quantification of stomatal density, all stomata in a set area were counted. For the quantification of stomatal size, the lengths of the first 25 stomata on a leaf were measured.

### Pore opening and closing assays

Opening and closing assays were performed using previously established protocols (Yu and Assmann, 2016). Seedlings at 8 days after germination (dag) were incubated in liquid ½ MS without sucrose supplemented with 50 mM NaCl (opening) or 100 μM ABA (closing). Seedlings were incubated for 2 h in regular growth conditions (mock, opening) or in the dark (closing). The maximum distance between either membranes or pore depositions was measured from *z*-stacks where membrane and pore deposition was visualized using propidium iodide.

### DEX treatment

For longer treatments, seedlings were grown on plates containing 0, 1 or 30 μM DEX. Short induction for RNA-seq was performed by first growing seedlings on a nylon mesh on regular ½ MS without sucrose, then treating with liquid ½ MS without sucrose supplemented with 30 μM DEX on the plate for 2 min and finally transferring the mesh with seedlings to a fresh 30 μM DEX plate for 2-4 h of additional growth.

### mRNA sequencing

GR-tagged induction lines were used for cell type-specific mRNA-seq. All five lines contained the *FAMA* promoter driving GR-LhG4, promoting expression of Venus-tagged *FAMA*, *SPCH*, *SRDX-FAMA*, *SRDX-SPCH* or a nuclear localization signal (*NLS*) via OPp (see ‘Plant material’ section). Seedlings of each line were treated at 10 dag with DEX to induce transgene expression. Upon induction, cells were protoplasted for 2 h and used for FACS to sort for Venus signal indicating successful induction. Separate samples of each line were collected after 2, 3 and 4 h of DEX treatment. For each time point, a total of three or four biological replicates containing ∼3000 cells each were collected. RNA was isolated with the QIAGEN RNeasy Micro Kit (74004) and sequencing libraries were prepared with the SMART-Seq^®^ v4 Ultra^®^ Low Input RNA Kit from Takara Bio following the manufacturer's guidelines. Libraries were sequenced 50 bp with single end on an Illumina HiSeq 2000.

### mRNA-seq analysis

Raw reads were aligned to the *A. thaliana* TAIR10 genome assembly using STAR and read counts were quantified by HTseq. Read counts were further analyzed using DESeq2 (Love et al., 2014) using the following pipeline. Initially, principal component analysis was used for exploratory data analysis. To minimize data variability due to small time steps between samples, read counts were summarized per time point. 

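Whether a change from 2 h to 4 h differs between 2 lines was tested with edgeR as the interaction of line and time. For FAMA against NLS, 0 of 24366 genes passed an adjusted p of 0.05, beside 1221 at an unadjusted p under 0.05, and the smallest adjusted p was 0.968. For SPCH against NLS the numbers were 0 and 591 (smallest adjusted p 0.98), and for FAMA against SPCH 0 and 983 (smallest adjusted p 0.778). DESeq2 called 2 genes for FAMA against SPCH, the alternative that moved these counts most, and 0 for the other pairs, beside 1513 genes for FAMA and 881 for SPCH at an unadjusted p under 0.05. A sum of the replicates leaves 1 value per line and time point, so with time point as a factor, as in the fits here, no interaction can be tested on sums; an interaction with time as a number was not tested here. The line effect over the sums was tested, and 539 of the genes it called in FAMA against NLS were also called on the replicates.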

For each genotype, differential gene expression analysis was initially performed using *FAMAp>>NLS* as a control and testing for statistical significance of the genotype:time interaction with a likelihood ratio test following the developers' guidelines. GO enrichment was performed on the lists of DEGs using clusterProfiler (Yu et al., 2012).

A second set of differential expression tests was performed using unsummarized read counts of *FAMAp>>FAMA* and *FAMAp>>SPCH*. For each genotype, three pairwise Wald tests were used to test for a significant effect of time on gene expression: (1) 2 h versus 3 h, (2) 4 h versus 3 h and (3) 4 h versus 2 h. In addition, three additional pairwise Wald tests were used to test the effect of genotype within each time point comparing SPCH and FAMA samples.

The following approach was followed to select genes of interest for follow-up analyses (Fig. 3E). The starting point was a list of unique DEGs identified from any of the six statistical comparisons, which added up to a total of 1552 (Table S1). First, published ChIP-seq datasets for SPCH (Lau et al., 2014) and FAMA (Liu et al., 2024) were used to select DEGs with genomic loci that are bound by either TF. Next, for the 863 remaining genes (Table S2), scRNA-seq plots were generated using available datasets (Lopez-Anido et al., 2021) and used to score spatiotemporal gene expression. Each of the 863 genes was scored with one of the following categories based on its preferential expression in specific cell types: (1) ‘young guard cell’, (2) ‘young other’, (3) ‘old guard cell’, (4) ‘stomatal’, (5) ‘differentiating’, (6) ‘early stomatal’, (7) ‘pavement cell’, (8) ‘broad’, (9) ‘sparse’, (10) ‘absent’, (11) ‘other’ or (12) ‘ubiquitous’. All genes with any of the first six categories (a total of 265; Table S3) were kept for further analysis while the rest were discarded. In the final selection step, we considered additional published datasets as well as functional predictions. Previous *SPCH* (Lau et al., 2014, 2018) and *FAMA* (Hachez et al., 2011) induction datasets were used to determine which targets were shared across experiments. Further, we used the scRNA-seq plots to look closely at previously reported dynamics in the late lineage. Finally, we considered predicted gene functions to select genes that might affect GC morphology. Altogether, to explore both factors shaping GC morphology as well as factors dynamically regulated during the late stomatal lineage, we selected 23 targets fitting into the following categories (Table S4): (1) stomatal/signaling (six genes including putative receptors and genes known to affect stomatal patterning), (2) TFs (five predicted or known TFs), (3) cell division/cytoskeleton (seven genes with predicted functions that might affect cell division or the cytoskeleton) and (4) expression dynamics (five genes selected based on their expression dynamics). For the latter category, we selected two genes (*GRPL1* and *AT5G43450*) that are normally upregulated during stomatal maturation and three genes (i.e. *SAUR71*, *LTL1* and *PDF1*) that are normally downregulated during stomatal maturation.

### Electron microscopy

Cotyledons from 12-day-old seedlings were dissected and immediately fixed in 2.5% glutaraldehyde/2% formaldehyde for 2 h at room temperature. Samples were post-fixed for 2 h in 1% osmium tetroxide (in water) on ice and 1 h in 1% uranyl acetate at room temperature in the dark. Between each incubation step, samples were washed several times with water. After fixation, cotyledons were dehydrated in a graded ethanol series (75%, 90%) followed by two washes in acetone (100%), each for 1 h. Dehydrated samples were infiltrated with increasing epoxy resin concentrations (10% for 3 h; 25% for 3 h; 50% for 7 h; 75% overnight; 100% for 7 h and 100% overnight). After resin infiltration, samples were embedded in flat embedding molds and polymerized at 60°C for 2 days. Ultrathin sections (50 nm) were taken using a Leica UC7 ultramicrotome. Sections were contrasted with uranyl acetate (in 50% ethanol) and lead citrate. Analysis of stomata ultrastructure was performed using a Jeol JEM-1400Plus transmission electron microscope operated at 120 kV and equipped with a 4 K CMOS camera TemCam-F416 (Tietz).

### Statistical analysis

Sample sizes for each experiment are specified in the figure legends. For microscopy data, each replicate is a cotyledon or leaf from an independent individual, except for in the opening and closing assays, where each replicate is a stomatal complex. For RNA-seq data, each replicate is a sample containing ∼3000 cells. Data were analyzed with the statistical software R. For sample comparisons, statistical tests used are indicated in the figure legends.

## Supplementary Material

10.1242/develop.205374_sup1 Supplementary information

Table S1. Differentially expressed genes (DEGs) upon FAMA and/or SPCH induction.

Table S2. List of DEGs identified that are putative targets of SPCH and/or FAMA.

Table S3. Annotated table of all DEGs identified in this study.

Table S4. Putative targets of SPCH and/or FAMA selected for further analyses.

Table S5. Cloning primers used in this study

# Supplementary material for: Targets of SPEECHLESS and FAMA control guard cell division and expansion in the late stomatal lineage
**Source:** Development. 2026 Jun 10;153(11):dev205374. doi: 10.1242/dev.205374
**Supplement:** Supplementary information

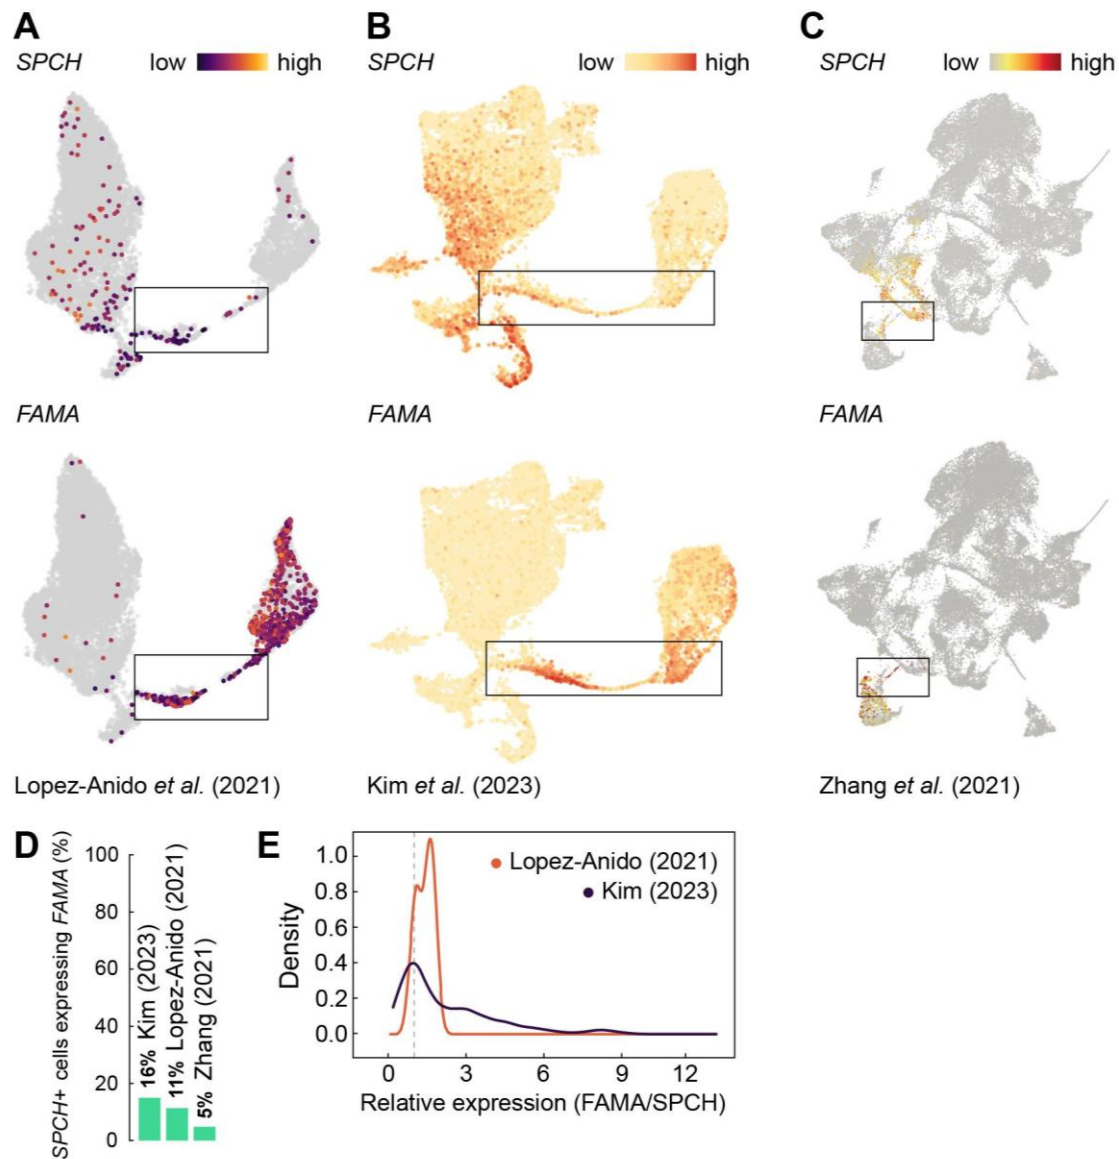

**Fig. S1. Cells throughout the stomatal lineage co-express *SPCH* and *FAMA* A-C.** UMAP plots showing expression of *SPCH* and *FAMA* in three representative scRNA-seq studies: Lopez-Anido *et al.* (2021) (**A**), Kim *et al.* (2023) (**B**) and Zhang *et al.* (2021) (**C**). Boxes highlight late GMCs/young GCs. **D.** Barplot indicating the percentage of *SPCH*<sup>+</sup> cells that also express *FAMA* across the three different studies. **E.** Density plot of the relative expression between *FAMA* and *SPCH* in cells co-expressing both genes across two studies. The dashed line indicates equal read counts.

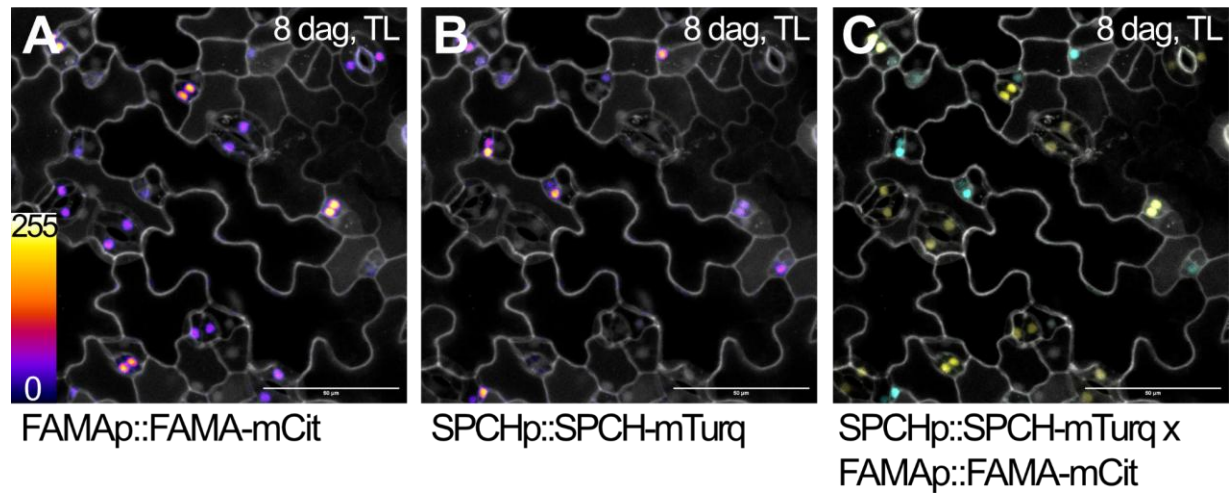

**Fig. S2. Expression overlap of *SPCH* and *FAMA*** Confocal images showing overlap in expression and protein accumulation between *FAMAp::FAMA-mCit* (**A**), *SPCHp::SPCH-mTurq* (**B**), and merged (**C**) in true leaves of 8 dag seedlings. Membranes are visualized using propidium iodide (white). Scale bars indicate 50  $\mu$ m.

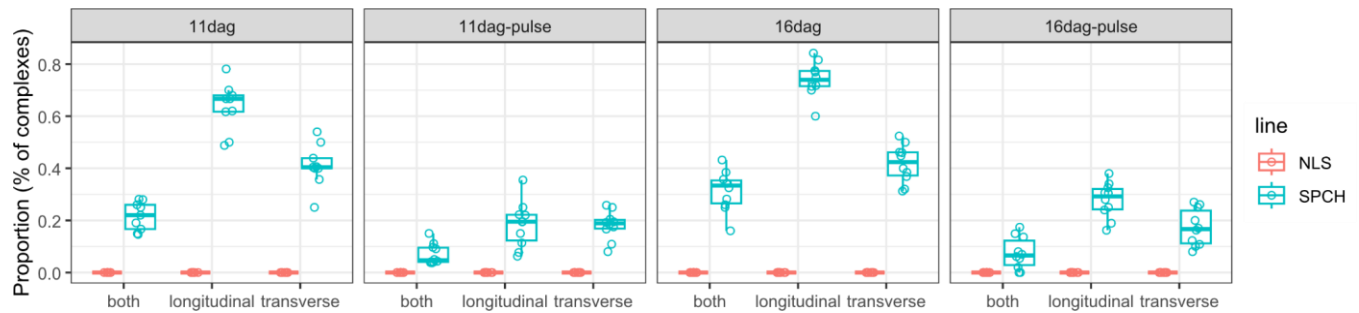

**Fig. S3. Short ectopic induction of SPCH in the late lineage triggers abnormal guard cell divisions**

Quantification of additional divisions upon short FAMAp>>SPCH induction in 11 or 16 days after germination (dag) cotyledons (N=8 leaves). Pulses are treatments with DEX 30  $\mu$ M for 24h on the 4th day, after which seedlings were returned to normal growth media. Complexes can show additional longitudinal (long.), transverse (trans.) divisions, or both.

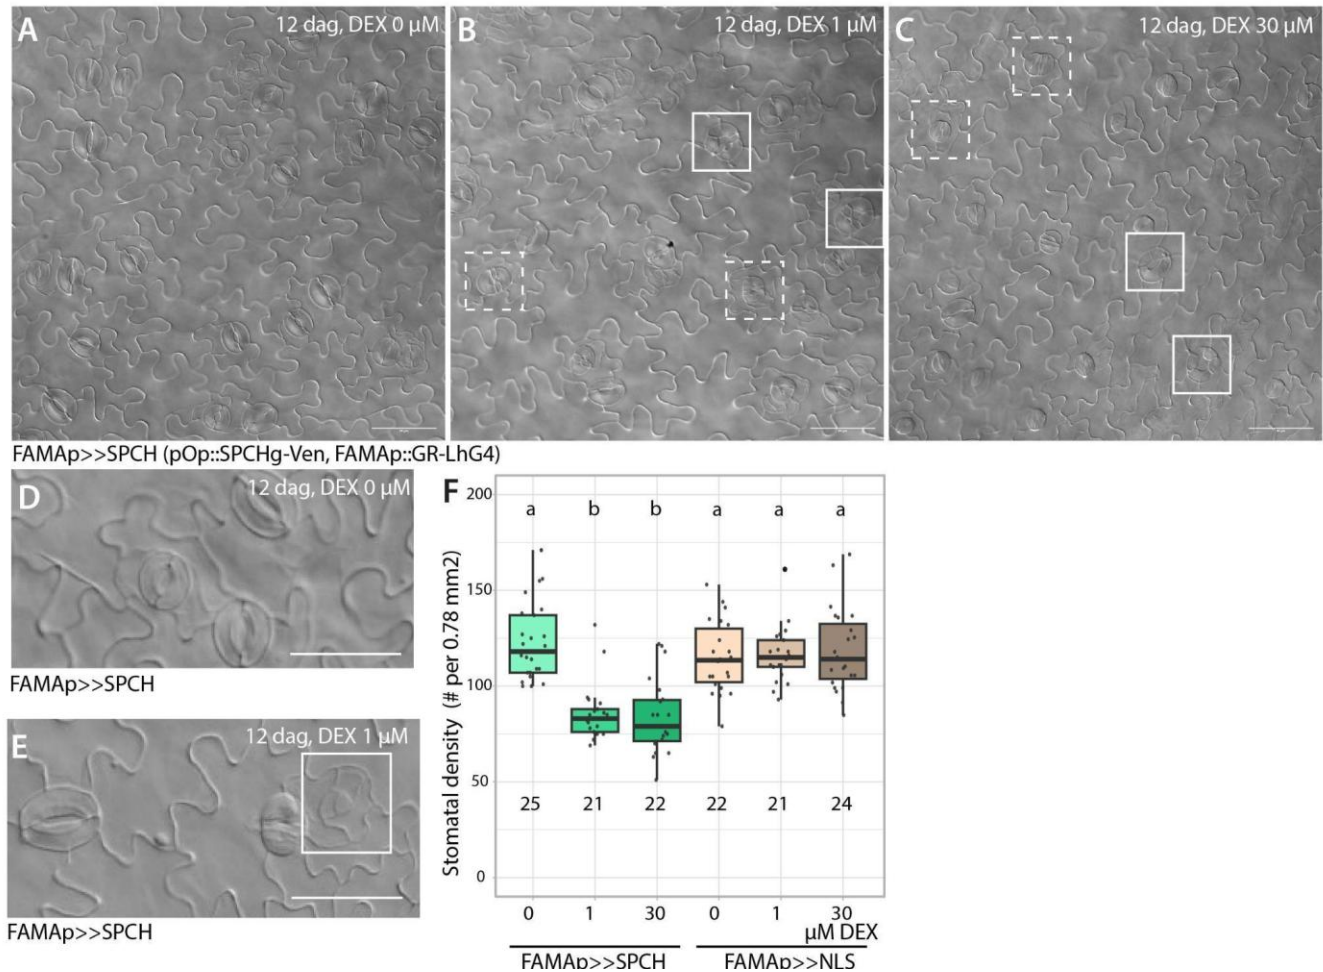

**Fig. S4. Stomatal phenotypes found in *FAMAp>>SPCH* misexpression lines 24 A-C.** DIC images of 12 dag *FAMAp>>SPCH* cotyledons grown without (A), with 1 μM (B) or 30 μM (C) DEX. Abnormal transverse (solid squares) and longitudinal (dashed squares) cell divisions are highlighted. Scale bars indicate 50 μm. These are the full images of the zoomed in views shown in Fig. 1E,F D-E. Close-ups of aborted stomatal complexes upon *FAMAp>>SPCH* induction. Scale bars indicate 25 μm. F. Stomatal density in 12 dag *FAMAp>>SPCH* cotyledons grown in increasingly higher DEX concentration (N=21-25 leaves per sample). Different letters indicate statistical differences (ANOVA, Tukey HSD test,  $p < 0.05$ ).

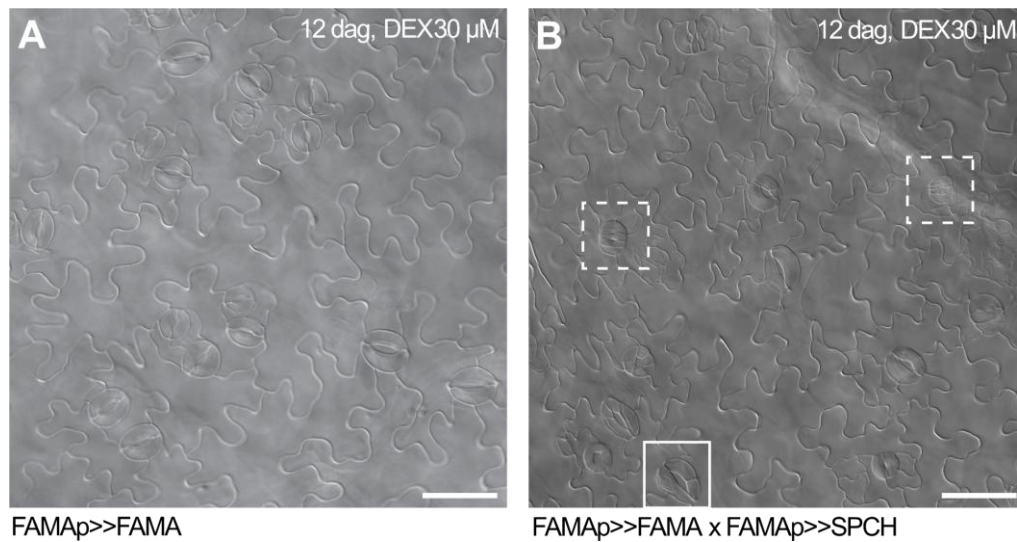

**Fig. S5. FAMA induction does not abolish SPCH induction phenotypes**

DIC images of 12 dag cotyledons upon induction of *FAMAp>>FAMA* (**A**) or combined induction of *FAMAp>>FAMA* and *FAMAp>>SPCH* (**B**). Abnormal transverse (solid squares) and longitudinal (dashed squares) cell divisions are highlighted. Scale bars indicate 50  $\mu$ m.

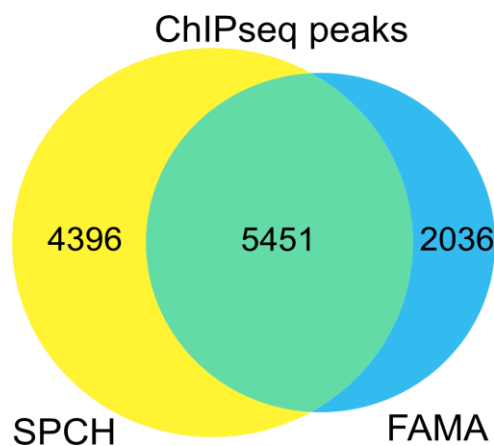

**Fig. S6. SPCH- and FAMA-bound genes largely overlap**

Venn diagram showing the overlap in genes bound by SPCH and FAMA as detected by ChIP-seq, adapted from Liu *et al.*, 2024.

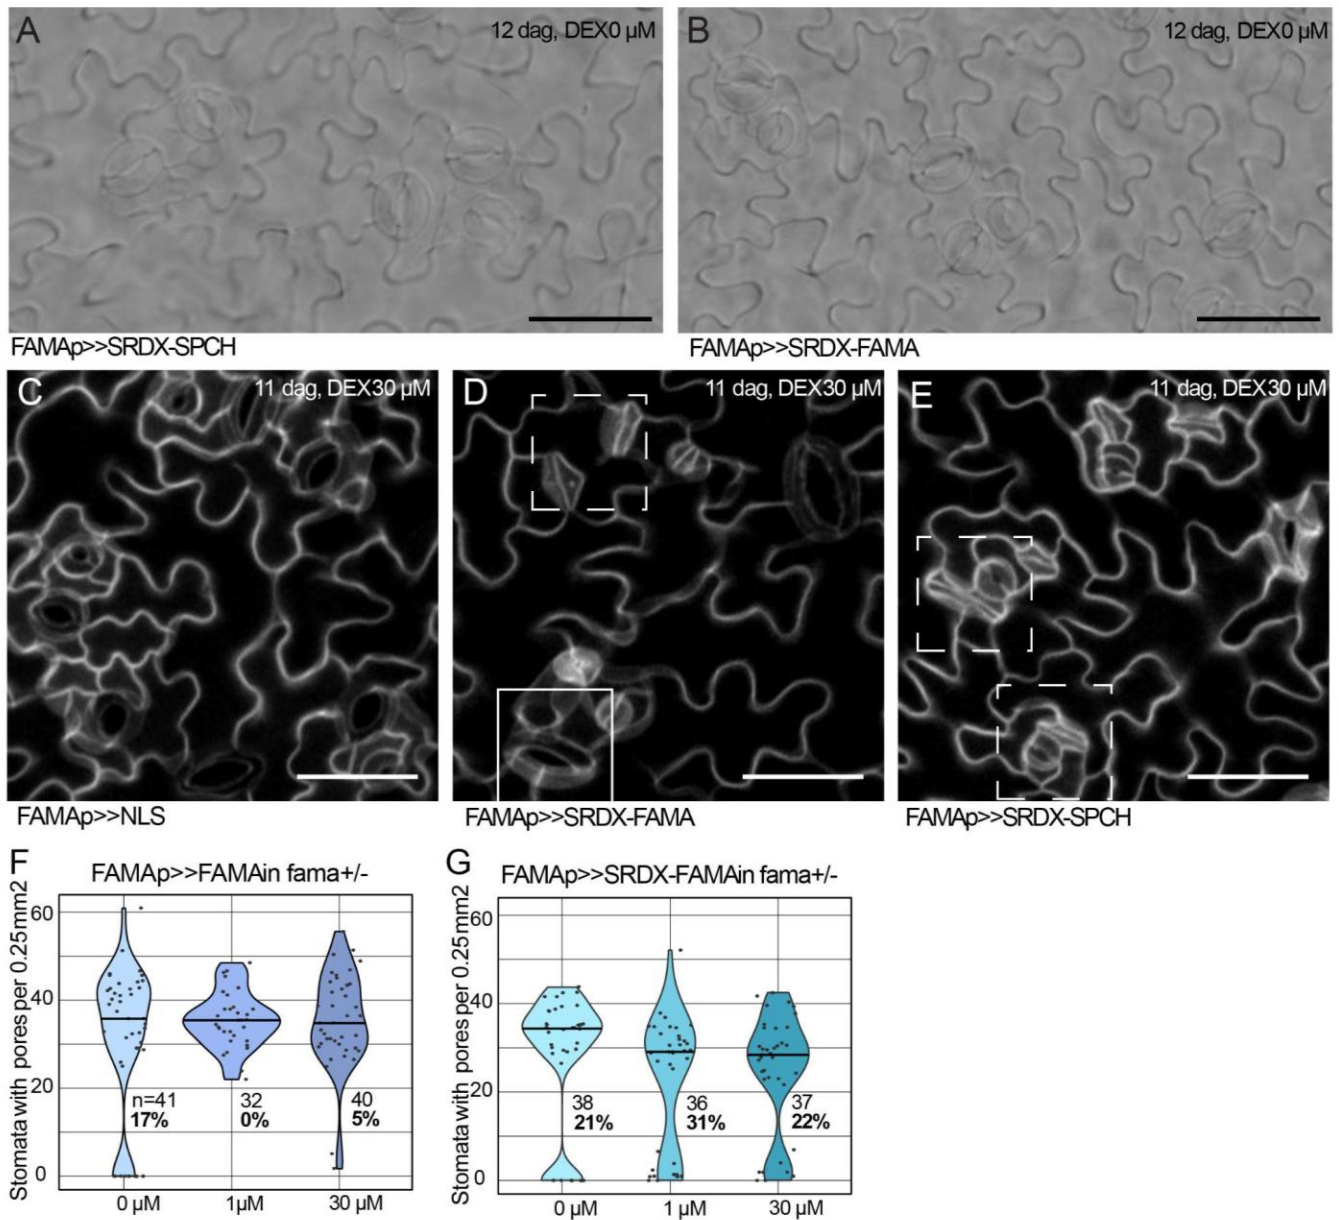

**Fig. S7. Induction of *FAMA* or *SRDX-FAMA* can rescue the division phenotype of the *fama*<sup>+/-</sup> mutant**

**A-B.** *FAMAp>>SRDX-SPCH* and *FAMAp>>SRDX-FAMA* lines show no changes in stomatal morphology when grown without DEX. DIC images of 12 dag cotyledons, scale bars indicate 50  $\mu$ m.

**C-E.** Confocal stacks of *FAMAp>>NLS*, *FAMAp>>SRDX-FAMA* and *FAMAp>>SRDX-SPCH* induction lines showing stomatal complexes with additional divisions (solid square) or pavement cell-like

morphology (dashed squares) upon SRDX-SPCH or SRDX-FAMA induction. 11 day cotyledons, scale bars indicate 50  $\mu$ m. Membranes are visualized using propidium iodide and the plasma membrane marker *ML1p::mCherry-RCI2A* (white). **F.** Number of stomata with pores in *fama*<sup>+/-</sup> grown without or with 1  $\mu$ M or 30  $\mu$ M DEX inducing expression of *FAMAp>>FAMA*. N=32-41 leaves. % indicates the percentage of leaves that have fewer than 10 pore-containing complexes, expected ~25% in *fama*<sup>+/-</sup>. **G.** Number of stomata with pores in *fama*<sup>+/-</sup> grown in half-strength MS media or with 1  $\mu$ M or 30  $\mu$ M DEX inducing expression of *FAMAp>>SRDX-FAMA*. N=36-38 leaves. % indicates the percentage of leaves that have fewer than 10 pore-containing complexes, expected ~25% in *fama*<sup>+/-</sup>.

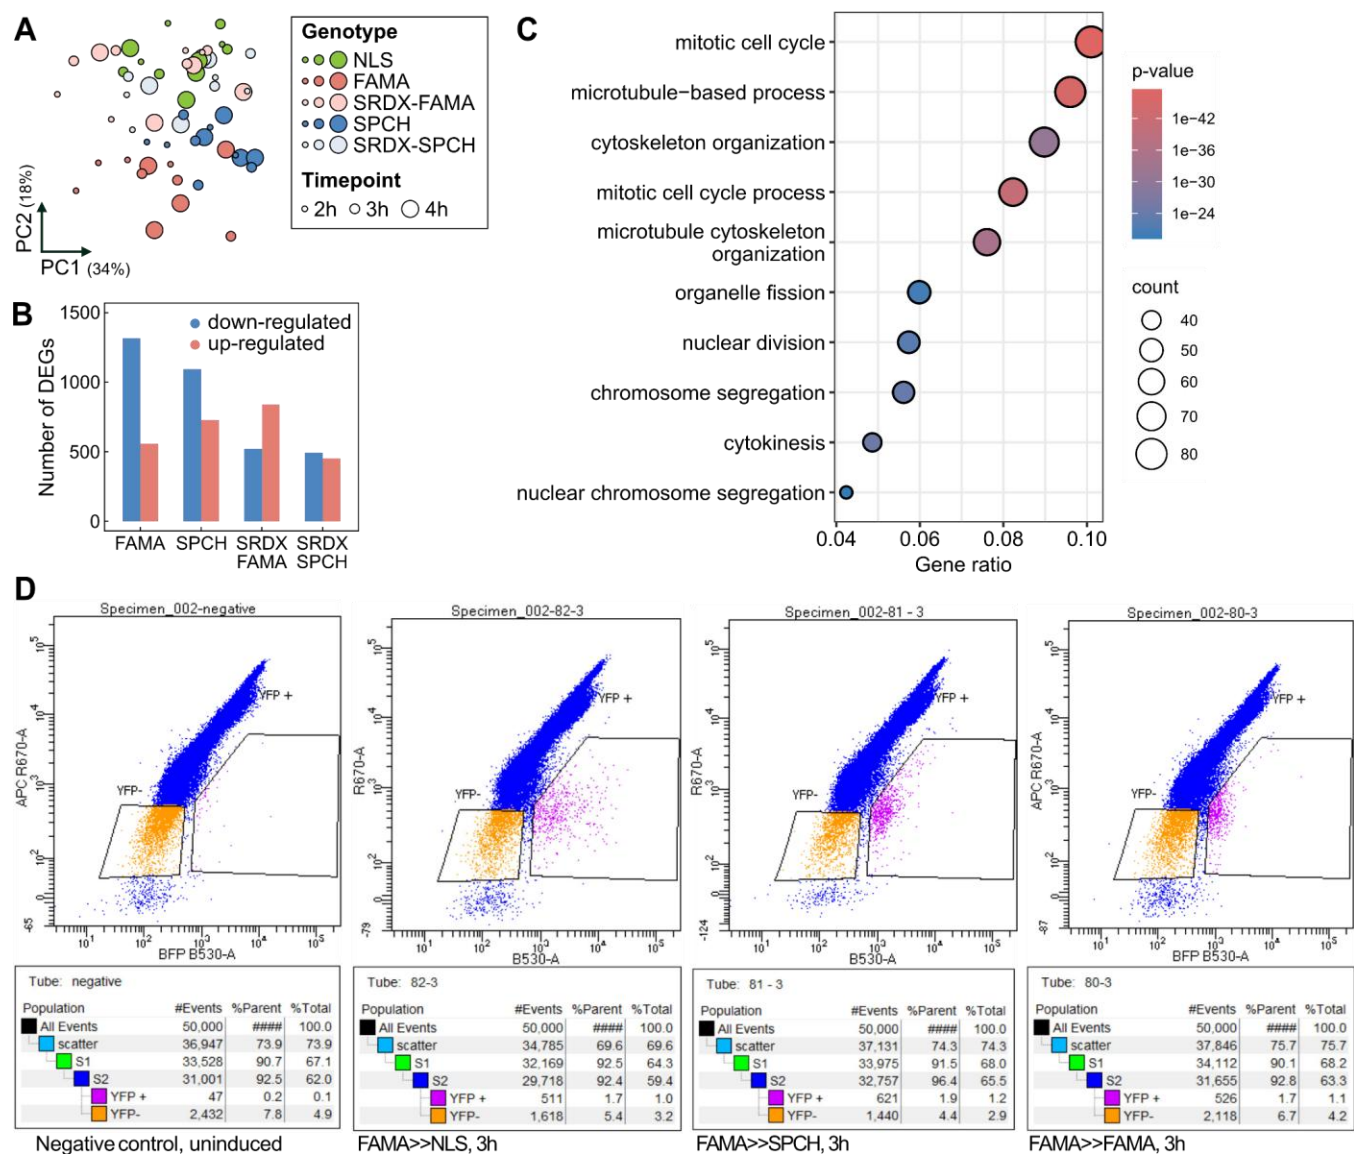

**Fig. S8. RNA-seq of *FAMA*+ cells shortly after NLS and transgene induction reveals high variability and differing cell composition**

**A.** Principal component analysis (PCA) plot of mRNA-sequenced samples. 

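Over the 500 genes that varied most in log2 CPM, the first principal component of the 57 libraries held 53.3% of the variance and the second 12.4%. Line accounted for 1.16% of the first component (permutation test, p = 0.959) and time point for 0.289% (permutation test, p = 0.919). The third component separated the lines, which accounted for 78.3% of it (permutation test, p = 1e-04, the smallest that 10000 permutations can give). Over all genes kept by the filter, the alternative that moved the share of the first component most, it held 29.2%. Scores on the first component ran against the percentage of counts on plastid genes, which was between 0.183% and 0.747% (Pearson r = -0.852 and Spearman rho = -0.834 over 57 libraries, permutation p = 1e-05 for each, the smallest that can be given; adjusted p = 1.75e-05 over 7 relations). Without the 2 libraries farthest from the median plastid percentage, r was -0.842. Within the libraries that share a letter at the end of their name in the count table, whose meaning the paper's text does not state, r was -0.73 (letter a), -0.936 (b), -0.931 (c), -0.942 (d), -0.795 (e) and -0.855 (f), over 8 to 12 libraries each, and rho was -0.233, -0.857, -0.857, -0.5, -0.769 and -0.612.

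**Figure D6:**
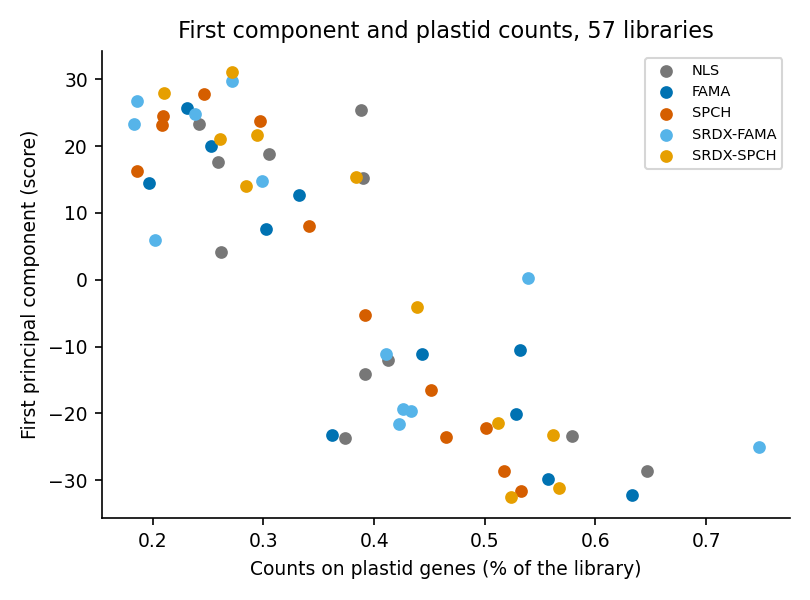
Score on the first principal component against the percentage of counts on plastid genes in each of the 57 libraries. Each point is 1 library, coloured by line; the score falls as the percentage rises, and no line stands apart.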

Dot size indicates the timepoint and colour the genotype. **B.** Barplot showing the number of genes differentially expressed upon induction of *FAMA*, *SPCH*, *SRDX-FAMA* or *SRDX-SPCH* compared to control *NLS* induction. **C.** Gene ontology (GO) enrichment analysis in genes down-regulated upon *SPCH* induction compared to *NLS* induction highlighting unexpected GO terms related to cell division. **D.** Representative flow cytometry plots from sorting Venus positive cells. Red and yellow fluorescence channels on y-axis and x-axis respectively. Comparing an uninduced sample as control (left) and three induction lines after 3 hours of DEX incubation shows increased yellow fluorescence resulting in cells shifting to the right. The right window was used for collection.

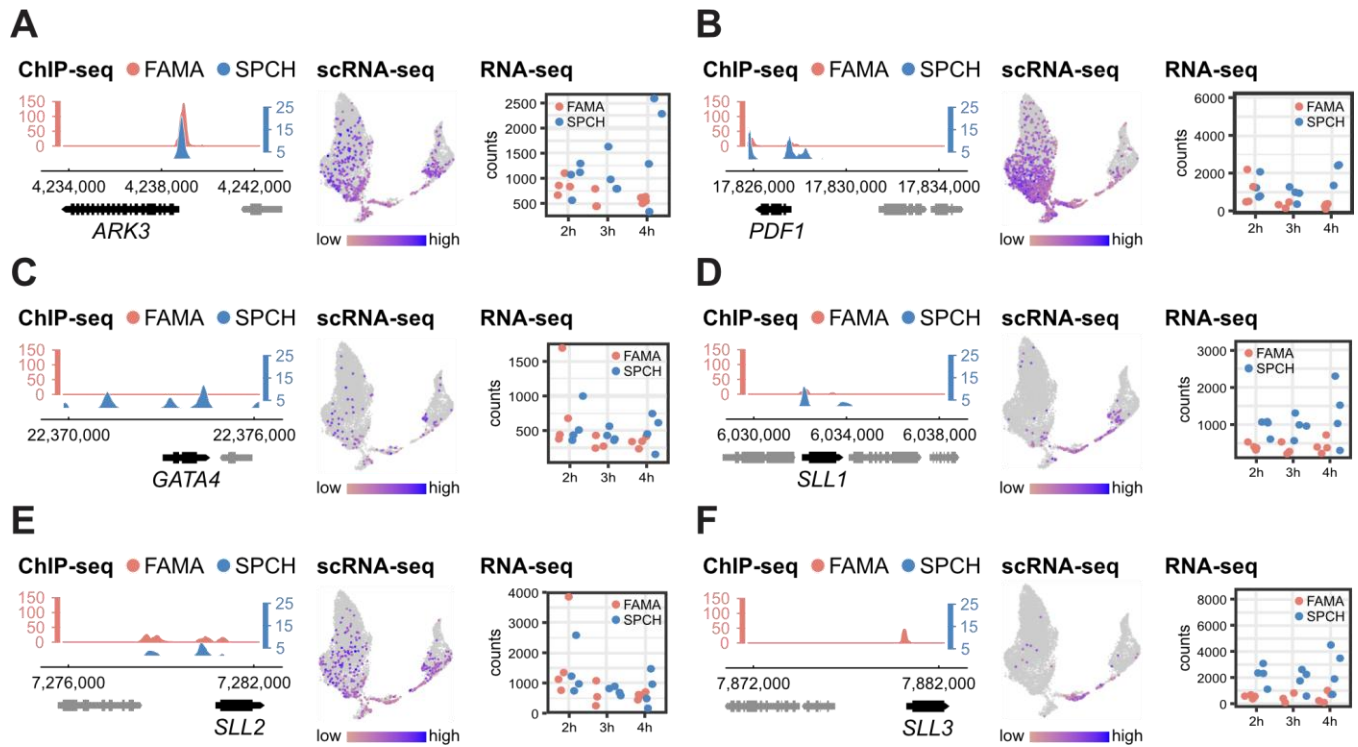

**Fig. S9. Available information from omics studies about additional candidates**

Information used for our target gene selection for other key genes mentioned throughout this manuscript: *ARK3* (A), *PDF1* (B), *GATA4* (C), *SLL1* (D), *SLL2* (E) and *SLL3* (F). 

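At 3 h, ARK3 (AT1G12430) had 31.7 ± 6.30 normalized CPM (SD, n = 4) in SPCH and 17.9 ± 3.54 (SD, n = 3) in FAMA, a log2 fold change of 0.84 (standard error 0.198, adjusted p = 0.459 from edgeR, 0.0305 from DESeq2). PDF1 (AT2G42840) had 41.2 ± 21.3 normalized CPM (SD, n = 4) in SPCH and 8.73 ± 3.89 (SD, n = 4) in FAMA at 4 h, a log2 fold change of 2.27 (standard error 0.444, adjusted p = 0.407 from edgeR, 0.00015 from DESeq2). In FAMA it had 31.7 ± 17.9 (SD, n = 4) at 2 h, and in NLS 134 ± 47.5 (SD, n = 3). GATA4 (AT3G60530) fell in FAMA from 22.6 ± 12.8 normalized CPM (SD, n = 4) at 2 h to 11.0 ± 2.51 (SD, n = 4) at 4 h. Its log2 fold change was -1.06 (standard error 0.326, adjusted p = 0.161 from edgeR, 0.0369 from DESeq2), between -1.23 and -0.58 with each library left out in turn. SLL1 (AT3G17640) had 29.7 ± 8.36 normalized CPM (SD, n = 4) in SPCH and 10.6 ± 3.20 (SD, n = 3) in FAMA at 3 h, and 64.4 ± 27.5 (SD, n = 4) in NLS. SPCH against FAMA had an adjusted p of 0.459 from edgeR and 0.000185 from DESeq2. SLL2 (AT3G20820) fell in FAMA from 49.9 ± 29.6 normalized CPM (SD, n = 4) at 2 h to 19.4 ± 3.93 (SD, n = 4) at 4 h. Its log2 fold change was -1.38 (standard error 0.378, adjusted p = 0.131 from edgeR, 0.0114 from DESeq2), between -1.57 and -0.86 with each library left out in turn. In SPCH it had 40.0 ± 22.6 (SD, n = 4) at 2 h and 20.2 ± 13.7 (SD, n = 4) at 4 h. SLL3 (AT5G23400) had 64.5 ± 22.4 normalized CPM (SD, n = 4) in SPCH and 17.3 ± 5.83 (SD, n = 4) in FAMA at 2 h, a log2 fold change of 1.90 (standard error 0.335, adjusted p = 0.373 from edgeR, 8.43e-05 from DESeq2).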

ChIP-seq peaks for SPCH and FAMA are on the left (Lau et al., 2014; Liu et al., 2024). Plots showing expression in stomatal scRNA-seq are in the middle (Lopez-Anido et al., 2021). Expression plots highlighting transcriptional changes upon SPCH and FAMA induction in our study are on the right.

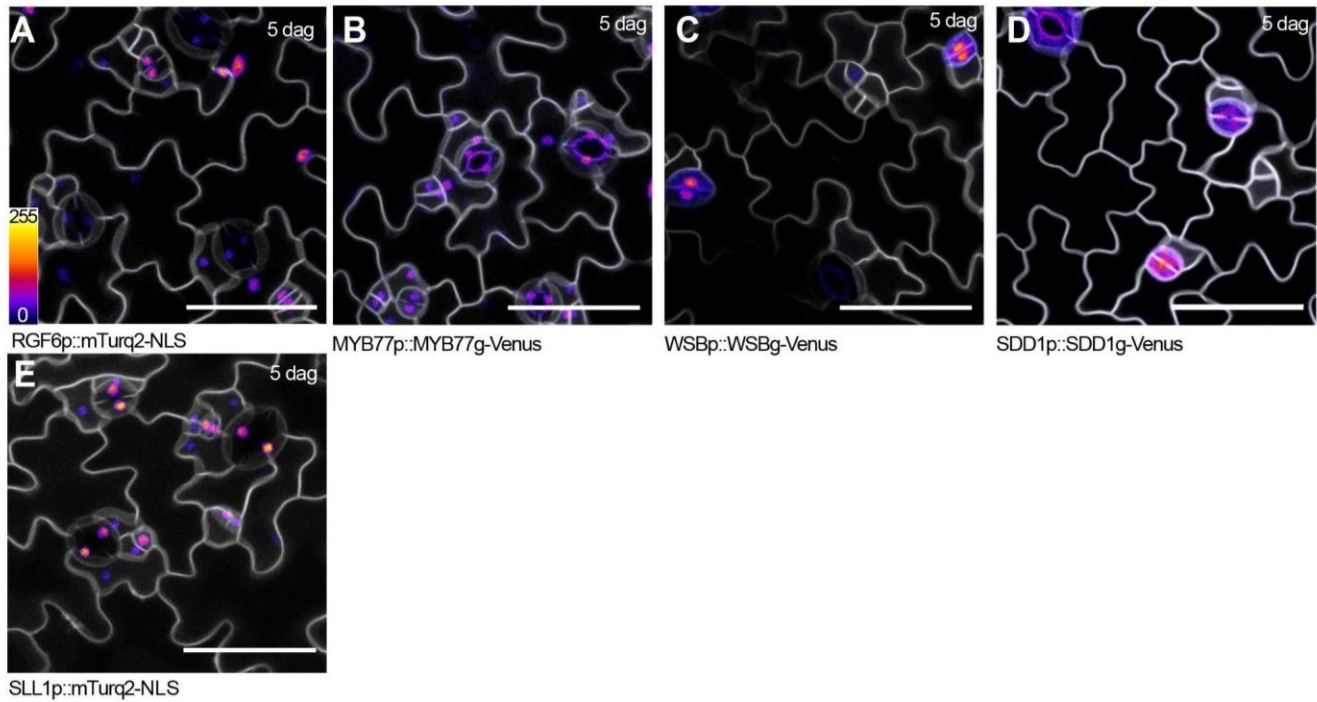

**Fig. S10. Expression patterns of SPCH/FAMA targets during the late stomatal lineage A-E.** Confocal images of transcriptional and translational reporters for putative targets of SPCH and FAMA during the late lineage: *RGF6* (A), *MYB77* (B), *WSB* (C), *SDD1* (D) and *SLL1* (E) in 5 dag cotyledons. Scale bars indicate 50  $\mu\text{m}$ . Membranes are visualized using the plasma membrane marker *ML1p::mCherry-RCI2A* (white).

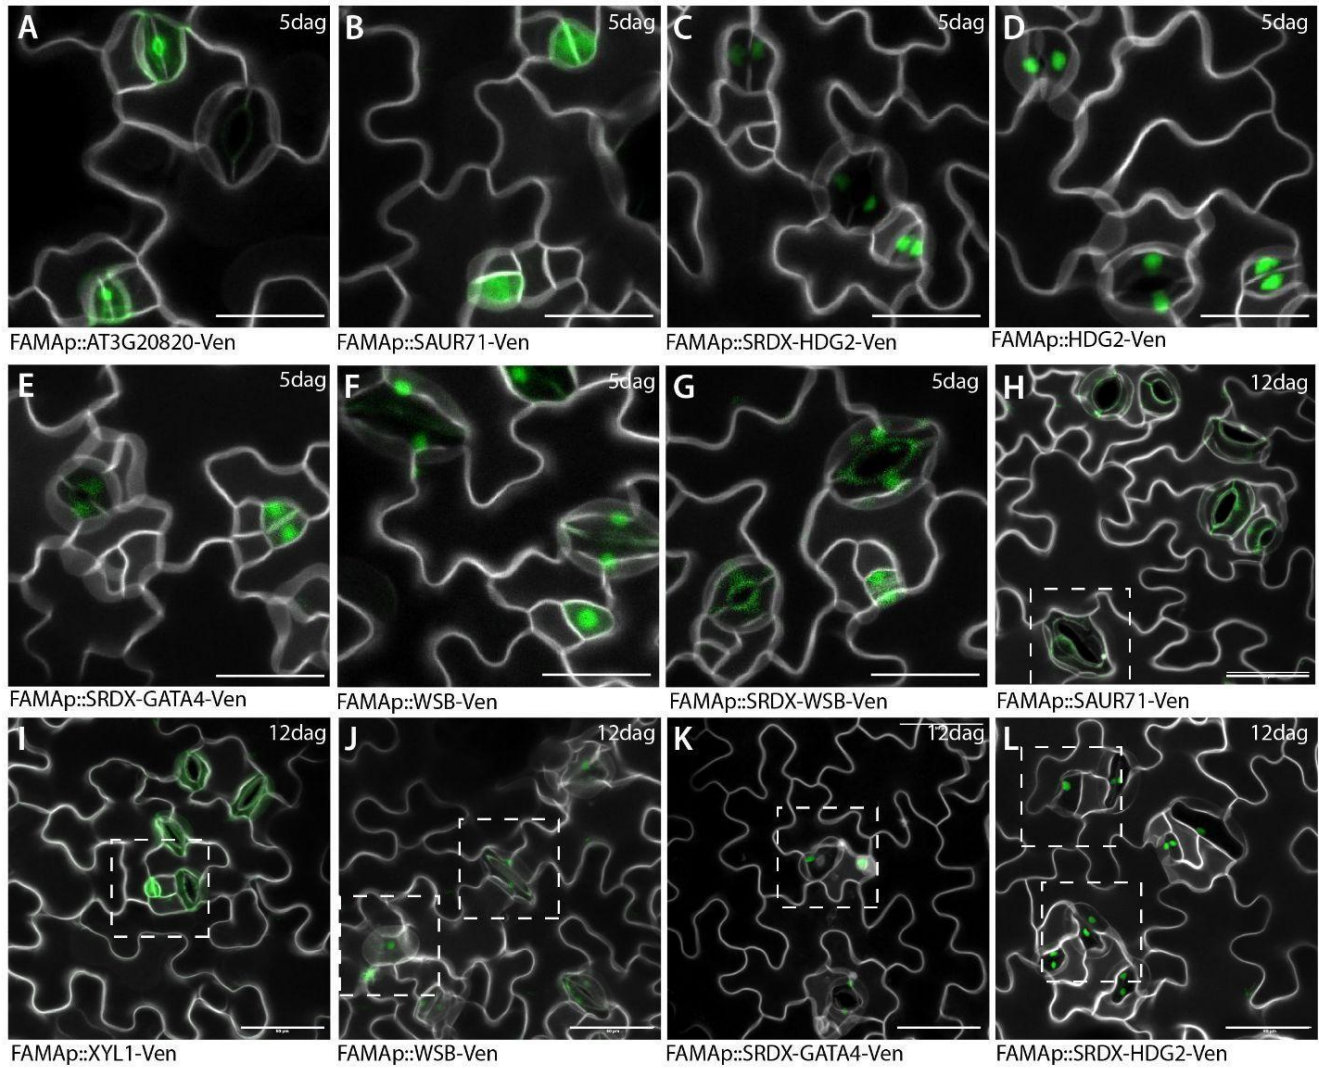

**Fig. S11. Subcellular localization of misexpressed putative targets of SPCH and FAMA**

Confocal images of misexpression lines for selected putative targets of SPCH and FAMA in 5 day (A-G) or 12 day (H-L) cotyledons. Dashed squares indicate abnormal stomatal morphology. Scale bars indicate 50 μm. Membranes are visualized using propidium iodide and the plasma membrane marker *ML1p::mCherry-RCI2A* (white).

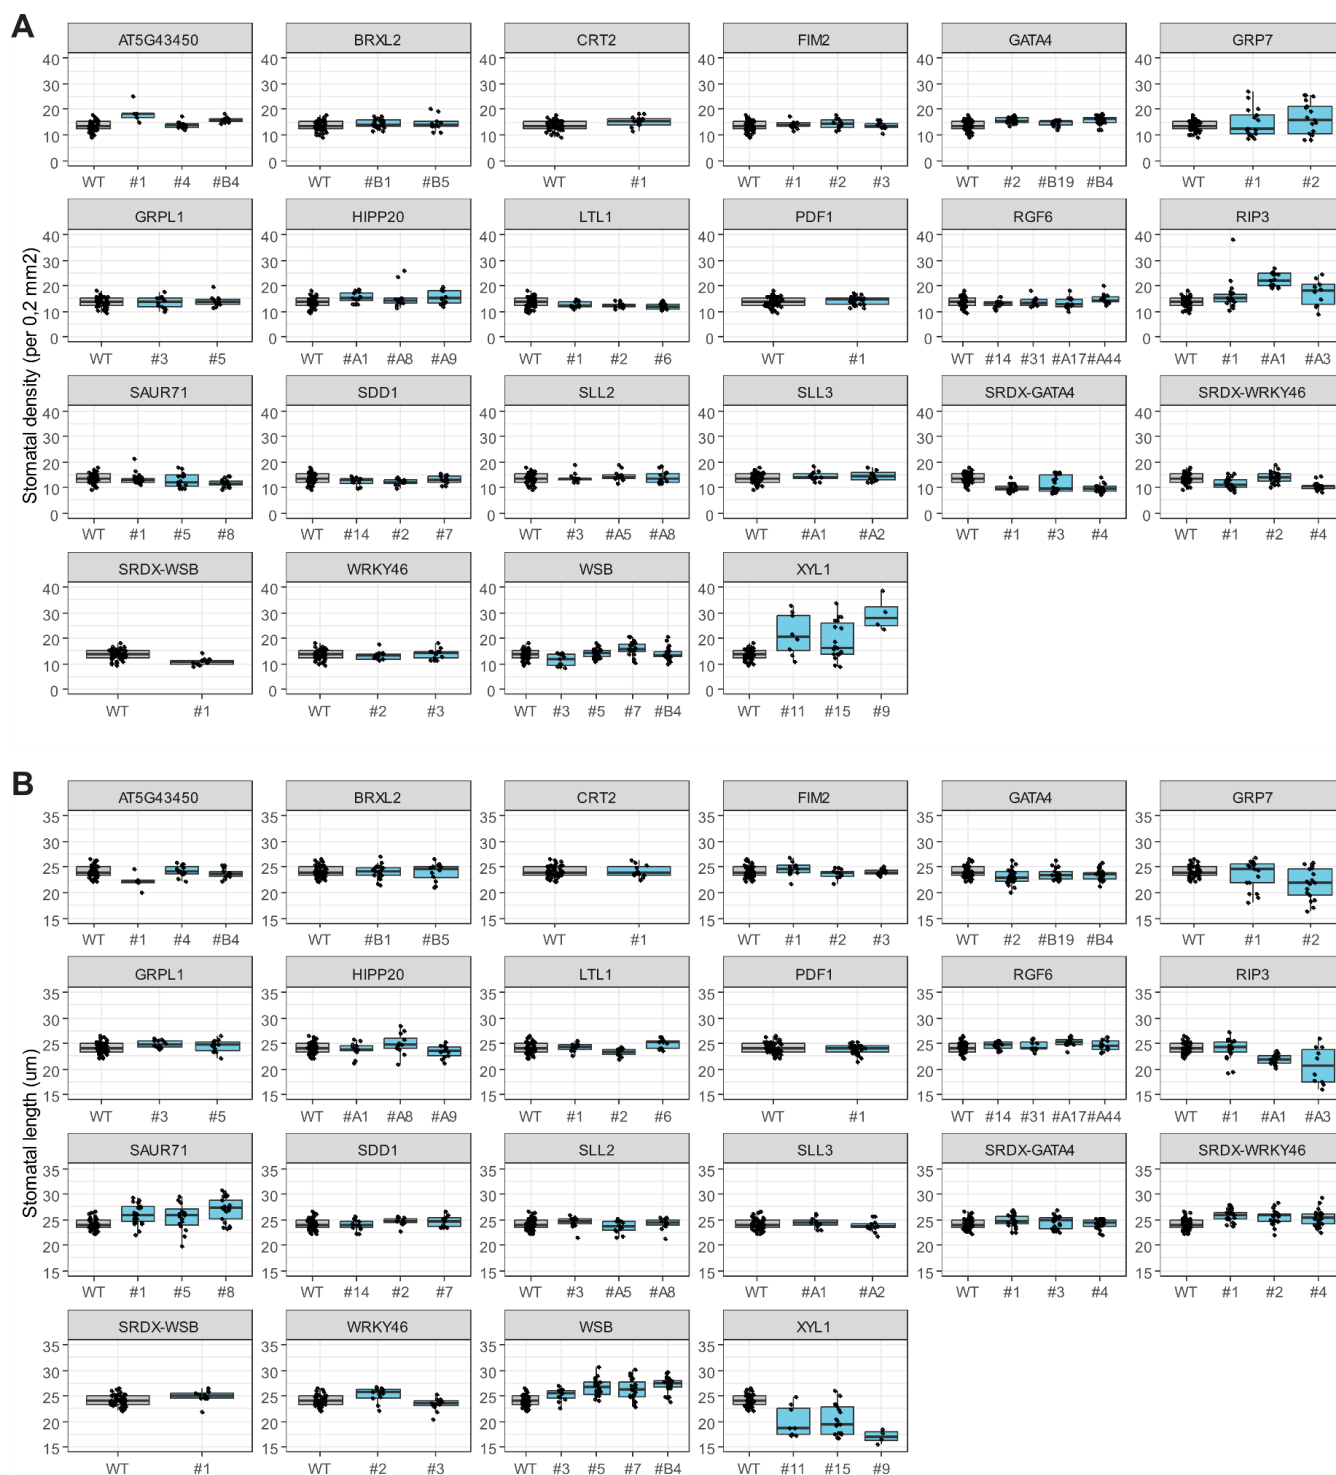

**Fig. S12. Changes in stomatal density and size in lines misexpressing putative targets of SPCH and FAMA in the late lineage**

Stomatal density (**A**) and stomatal length (**B**) in 12 dag cotyledons of lines misexpressing putative targets of SPCH and FAMA. Each boxplot corresponds to an independent T2 line.

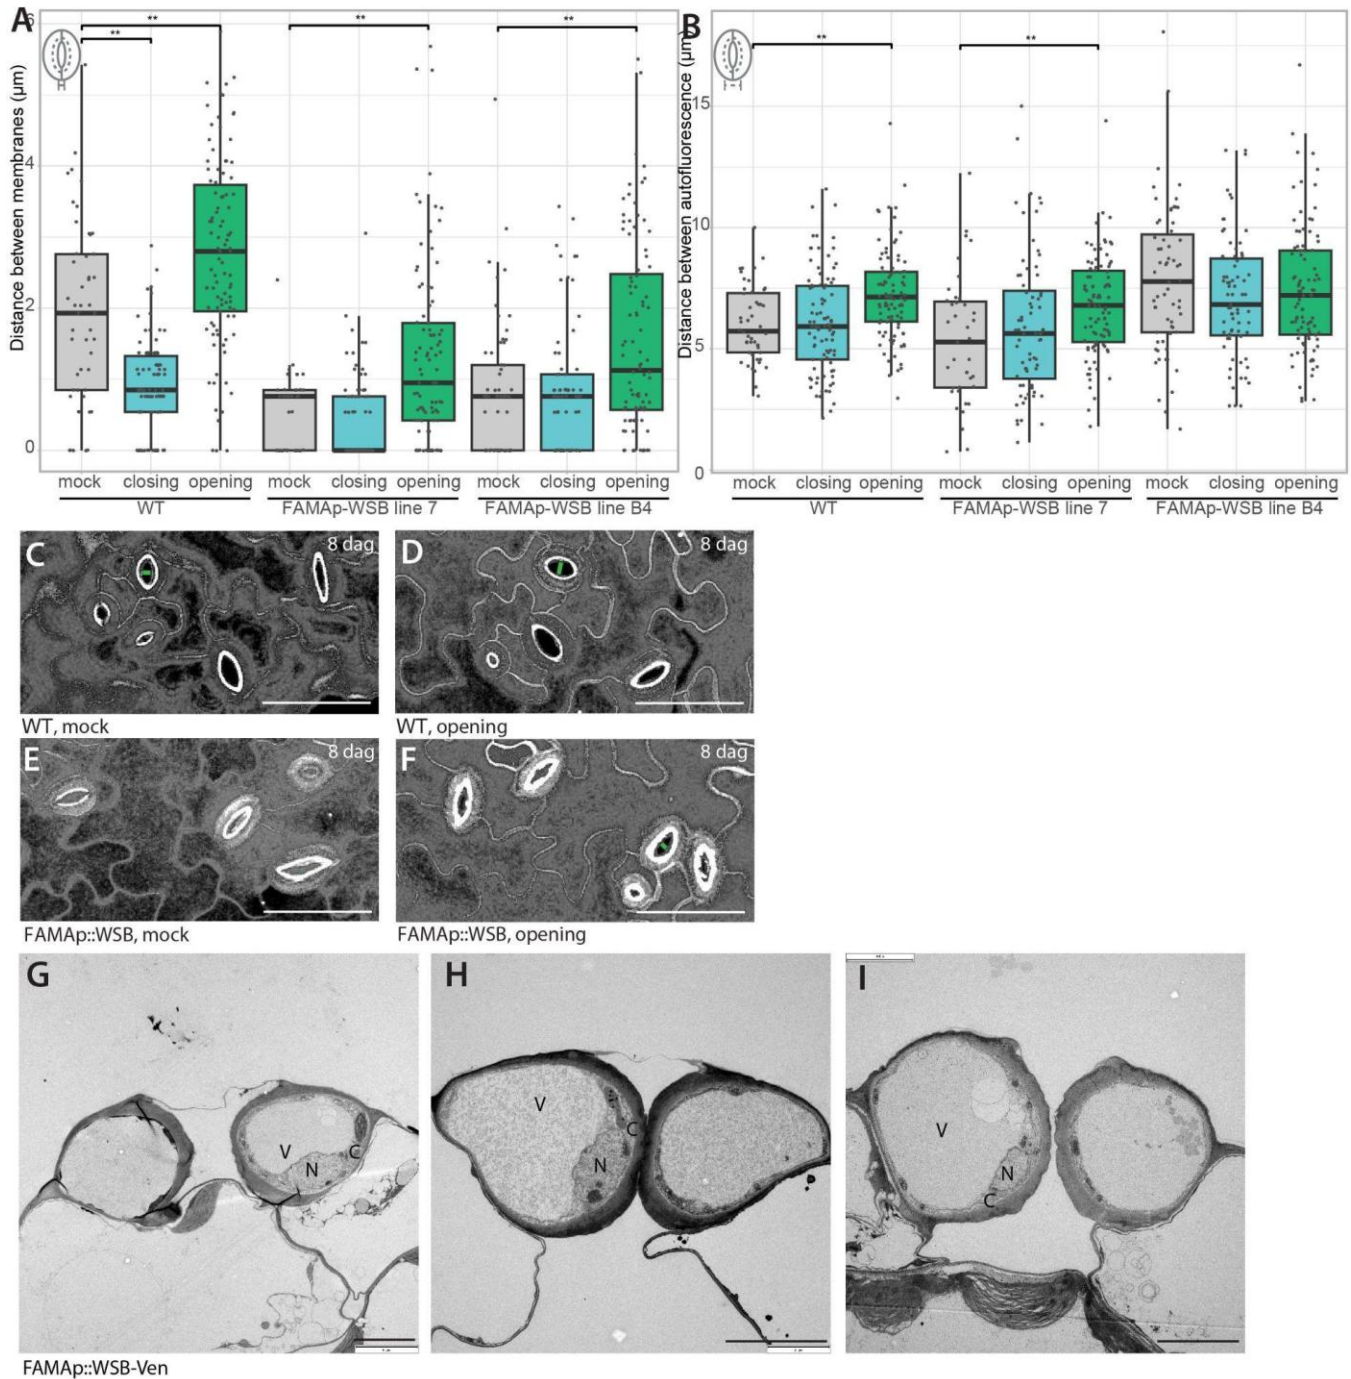

**Fig. S13. Misexpression of *WSB* impairs stomatal opening and changes in physical cell morphology**

**A-B.** Longest distance between guard cell membranes (**A**) and between pore autofluorescences (**B**) in 8 day cotyledons of wild-type and two independent *FAMAp::WSB* lines exposed to closing

solution, opening solutions, or mock. Asterisks indicate statistical differences (Student's t test, \*\*  $p < 0.01$ , \*\*\*  $p < 0.005$ ) (N=39-98 stomata across 3-5 leaves). **C-F**. Representative confocal z-stacks of wild-type (**C-D**) and *FAMAp::WSB* (**E-F**) exposed to mock or opening solutions. Membranes are visualized using propidium iodide and the plasma membrane marker *ML1p::mCherry-RCI2A* (white). Black areas indicate that no membrane was present throughout the stack. Green lines indicate where distance between guard cell membranes was measured. Scale bars indicate 50  $\mu\text{m}$ . **G-I**. Cross-sectional TEM images showing large guard cells in *FAMAp::WSB*. V = vacuole, N = nucleus, C = cytosol, Scale bars indicate 5  $\mu\text{m}$ .

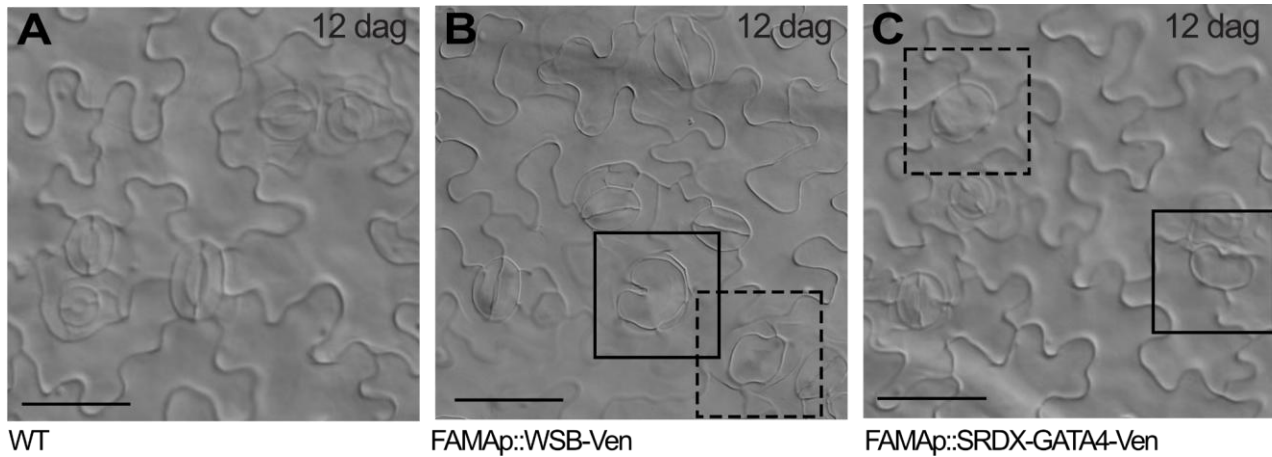

**Fig. S14. Misexpression of a subset of putative targets of SPCH and FAMA triggers the formation of single guard cells**

DIC images of 12 dag cotyledons of wild-type (**A**), *FAMAp::WSB-Ven* (**B**) and *FAMAp::SRDX-GATA4-Ven* (**C**). Solid squares highlight large kidney-shaped single GCs and dashed squares indicate large round single GCs. Scale bars indicate 50  $\mu$ m.

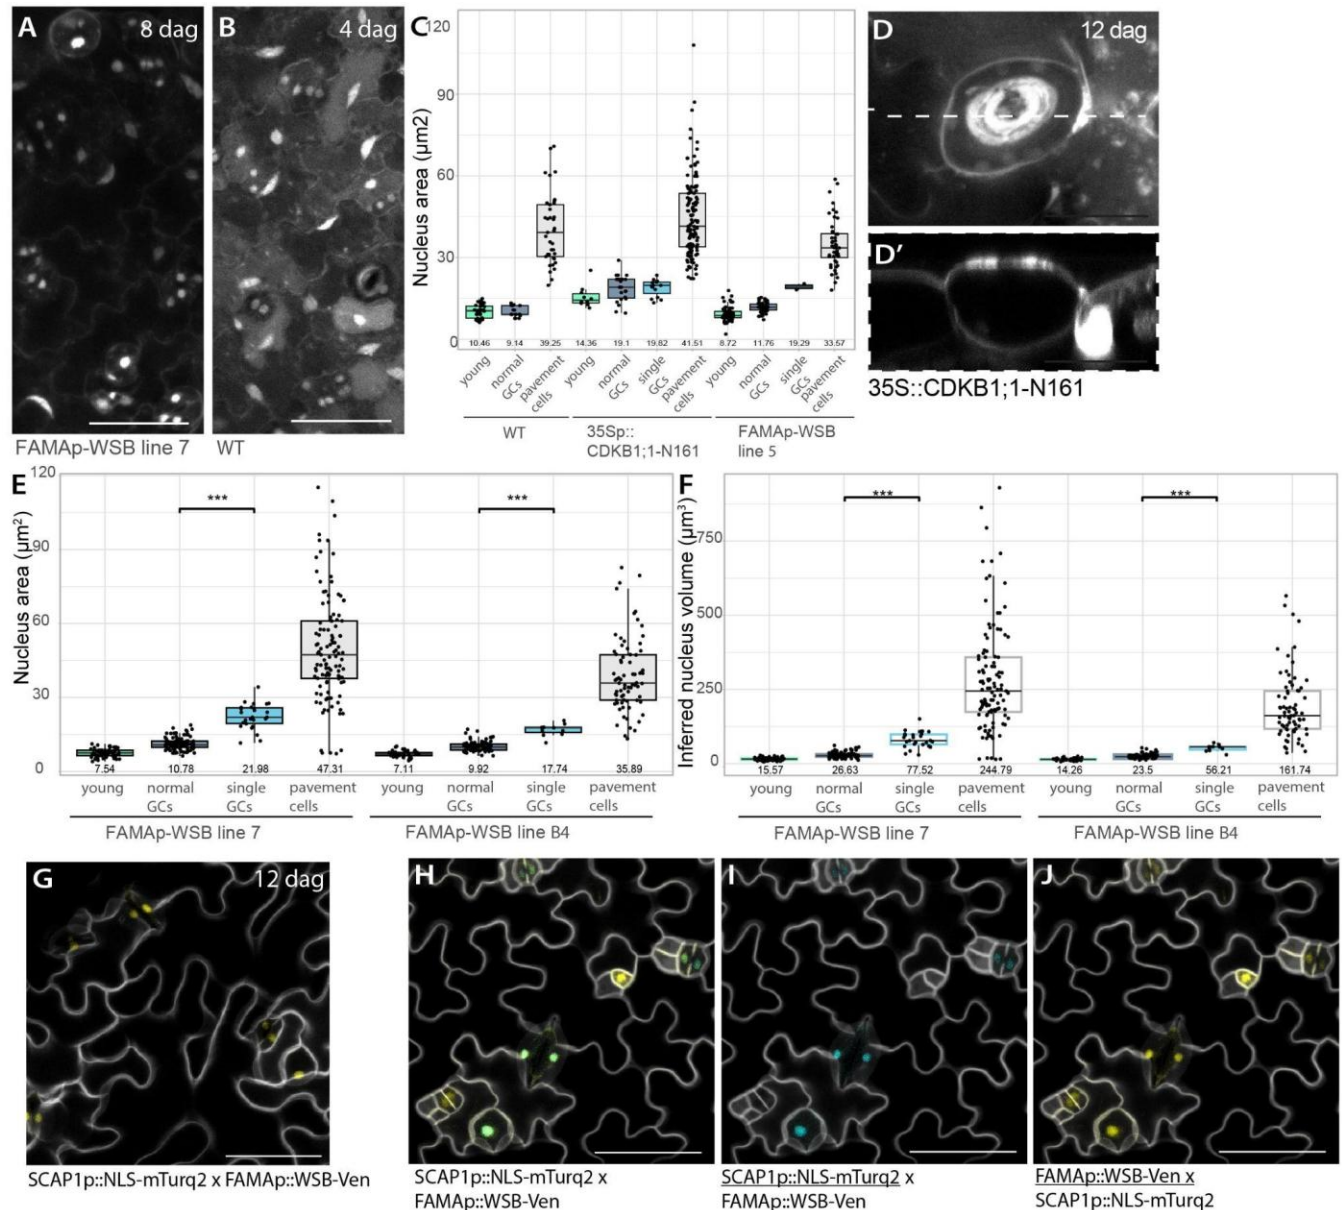

**Fig. S15. Single guard cells induced by WSB misexpression differentiate after DNA replication**

**A-B.** Confocal z-stacks of Hoechst stained *FAMAp::WSB* and WT leaves used for nucleus area measurements. Scale bars indicate 50  $\mu\text{m}$ . **C.** Graph showing nucleus area of young stomatal cells, regular GCs, SGCs (single guard cells), and pavement cells at 4 dag for WT, 35S::CDKB1;1-N161, and *FAMAp::WSB*. **D.** Confocal image of large single cells in 12 dag cotyledons of *CDKB1;1-N161*. Scale bars indicate 25  $\mu\text{m}$ . **E.** Additional nucleus area measurements for 2 independent *FAMAp::WSB* lines, expanding in Figure 5E. **F.** Nucleus volume inferred from area measurements in E. **G.** *FAMAp::WSB* signal for the corresponding image in Figure 5D. **H-I.** Additional images showing SCAP reporter expression in *FAMAp::WSB*. Scale bars indicate 50  $\mu\text{m}$ .

**Table S1. Differentially expressed genes (DEGs) upon FAMA and/or SPCH induction.**

The first three columns contain the AGI gene identifier, symbol and synonyms. The following four columns indicate, for each gene, whether it is statistically (FDR-adjusted p-value < 0.05) different between SPCH and FAMA induction, or differentially expressed over time upon FAMA/SPCH induction, and whether the gene has been selected for further analyses (see Results). The following columns contain specific fold-change values for each gene and comparison. A complete description of each gene can be found at the end.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205374#supplementary-data>

**Table S2. List of DEGs identified that are putative targets of SPCH and/or FAMA.** List containing all DEGs identified in our study (Table S1) that are putative targets of SPCH and/or FAMA as identified by ChIP-seq studies (Lau et al., 2014; Liu et al., 2024).

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205374#supplementary-data>

**Table S3. Annotated table of all DEGs identified in this study.**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205374#supplementary-data>

**Table S4. Putative targets of SPCH and/or FAMA selected for further analyses.** The first four columns indicate the gene TAIR identifiers, most commonly used symbols and full names, followed by a description. The last three columns indicate whether the gene is differentially expressed in our dataset upon induction of SPCH, FAMA or statistically different between SPCH and FAMA induction.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205374#supplementary-data>

**Table S5. Cloning primers used in this study**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205374#supplementary-data>

**Table S6. *Arabidopsis thaliana* mutants and transgenic lines used in this work**

| <b>Name</b>                                                    | <b>Source</b>                                                         | <b>Purpose</b>                   | <b>Identifier</b> |
|----------------------------------------------------------------|-----------------------------------------------------------------------|----------------------------------|-------------------|
| 35S::CDKB1;1-N161                                              | Boudolf <i>et al.</i> 2004                                            | Microscopy                       | N/A               |
| ARK3p::mTurq2-NLS                                              | This paper                                                            | Microscopy                       | N/A               |
| Col-0                                                          | ABRC<br>( <a href="https://abrc.osu.edu/">https://abrc.osu.edu/</a> ) | Microscopy, plant transformation | CS28166           |
| EPF2g-CFP                                                      | Smit <i>et al.</i> 2023                                               | Microscopy                       | N/A               |
| <i>fama</i>                                                    | Ohashi-Ito and Bergmann, 2006                                         | Microscopy, plant transformation | SALK_100073       |
| FAMAp>>FAMA<br>(OPp::FAMAg-Venus,<br>FAMAp::LHG4-GR)           | This paper                                                            | Microscopy, RNA-seq              | N/A               |
| FAMAp>>NLS<br>(OPp::NLS-Venus,<br>FAMAp::LHG4-GR)              | This paper                                                            | Microscopy, RNA-seq              | N/A               |
| FAMAp>>SPCH<br>(OPp::SPCHg-Venus,<br>FAMAp::LHG4-GR)           | This paper                                                            | Microscopy, RNA-seq              | N/A               |
| FAMAp>>SRDX-FAMA<br>(OPp::SRDX-FAMAg-Venus,<br>FAMAp::LHG4-GR) | This paper                                                            | Microscopy, RNA-seq              | N/A               |
| FAMAp>>SRDX-SPCH<br>(OPp::SRDX-SPCHg-Venus,<br>FAMAp::LHG4-GR) | This paper                                                            | Microscopy, RNA-seq              | N/A               |
| FAMAp::AT5G43450-Ven                                           | This paper                                                            | Microscopy                       | N/A               |
| FAMAp::BRXL2-Ven                                               | This paper                                                            | Microscopy                       | N/A               |
| FAMAp::CRT1b-Ven                                               | This paper                                                            | Microscopy                       | N/A               |
| FAMAp::FAMA-mCit                                               | This paper                                                            | Microscopy                       | N/A               |
| FAMAp::FAMA-mTurq                                              | This paper                                                            | Microscopy                       | N/A               |
| FAMAp::GATA4-Ven                                               | This paper                                                            | Microscopy                       | N/A               |
| FAMAp::GRPL1-Ven                                               | This paper                                                            | Microscopy                       | N/A               |
| FAMAp::GRP7-Ven                                                | This paper                                                            | Microscopy                       | N/A               |

|                                                                                    |                        |            |     |
|------------------------------------------------------------------------------------|------------------------|------------|-----|
| <i>FAMAp::HDG2-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::HIP20-Ven</i>                                                            | This paper             | Microscopy | N/A |
| <i>FAMAp::LTL1-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::PDF1-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::RGF6-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::RIP3-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::SAUR71-Ven</i>                                                           | This paper             | Microscopy | N/A |
| <i>FAMAp::SDD1-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::SLL1-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::SLL2-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::SLL3-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::SRDX-GATA4-Ven</i>                                                       | This paper             | Microscopy | N/A |
| <i>FAMAp::SRDX-HDG2-Ven</i>                                                        | This paper             | Microscopy | N/A |
| <i>FAMAp::SRDX-WRKY46-Ven</i>                                                      | This paper             | Microscopy | N/A |
| <i>FAMAp::SRDX-WSB-Ven</i>                                                         | This paper             | Microscopy | N/A |
| <i>FAMAp::XYL1-Ven</i>                                                             | This paper             | Microscopy | N/A |
| <i>FAMAp::WSB-Ven</i>                                                              | This paper             | Microscopy | N/A |
| <i>GATA4p::mTurq2-NLS</i>                                                          | This paper             | Microscopy | N/A |
| <i>MUTEg-CFP</i>                                                                   | (Simmons et al., 2019) | Microscopy | N/A |
| <i>SPCHp::SPCH-mCit</i>                                                            | This paper             | Microscopy | N/A |
| <i>SPCHp::SPCH-mTurq</i>                                                           | This paper             | Microscopy | N/A |
| <i>FAMAp&gt;&gt;SPCH</i><br>( <i>OPp::SPCHg-Venus</i> ,<br><i>FAMAp::LHG4-GR</i> ) | This paper             | Microscopy | N/A |
| <i>PDF1p::mTurq2-NLS</i>                                                           | This paper             | Microscopy | N/A |
| <i>SBP2p::mTurq2-NLS</i>                                                           | This paper             | Microscopy | N/A |
| <i>SCAP1p::NLS-mTurq2</i>                                                          | Smit et al. 2023       | Microscopy | N/A |
| <i>SDD1p::mTurq2-NLS</i>                                                           | This paper             | Microscopy | N/A |

|                           |                         |            |     |
|---------------------------|-------------------------|------------|-----|
| <i>SDD1p::SDD1g-Venus</i> | This paper              | Microscopy | N/A |
| <i>SLL1p::mTurq2-NLS</i>  | This paper              | Microscopy | N/A |
| <i>SLL2p::SLL2g-NLS</i>   | This paper              | Microscopy | N/A |
| <i>SLL3p::SLL3g-NLS</i>   | This paper              | Microscopy | N/A |
| <i>WSBp::NLS-mTurq2</i>   | Smit <i>et al.</i> 2023 | Microscopy | N/A |
| <i>WSBp::WSBg-Venus</i>   | This paper              | Microscopy | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

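Single Venus-positive cells of 5 inducible lines (NLS, FAMA, SPCH, SRDX-FAMA and SRDX-SPCH) were collected after 2, 3 or 4 h of DEX, in 57 libraries. The authors aligned the reads to the TAIR10 genome with STAR, counted them per gene with HTSeq and deposited the raw counts of 27655 genes, with no normalization and no pooling of replicates. The paper's text does not state the versions of these tools, the annotation release or whether counting used strand. Line, time point and replicate of each library were taken from the sample records, and 0 columns of the table were left out. One FAMA library at 4 h has no replicate number and no letter in its name. It is in every fit except those with the replicate number or the letter as a block. The sample record left over in its group is replicate 4 with letter e. The names differ, so the library was not given that label. Counts per library ranged from 7296381 to 60348384, with a median of 33317326; the totals of each line are given beside the description of the experiment.

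Genes were kept by edgeR's filterByExpr function with its minimum count of 10, and scaled by TMM. Each test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within a contrast and a threshold of 0.05. Time was tested within each line (3 h against 2 h, 4 h against 3 h and 4 h against 2 h), SPCH against FAMA at each time point in a separate fit, each line against NLS with time point as an additive term, and the interaction of line and time from 2 h to 4 h for FAMA and SPCH. Normalized CPM are counts scaled to a common library total by TMM over the 57 libraries. Principal components were taken from log2 CPM with a prior count of 2 over the 500 genes that varied most. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

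The tests, the genes named and the alternatives were set before the data were examined, apart from edgeR's likelihood ratio test, limma-voom, the plastid percentage as a covariate, the fits of DESeq2 with a library left out and the gene lists cleared of genes that share only a name, which were chosen after seeing the data. The adjustment over a list alone, the counts of directions of the 23 genes, the list medians under other scalings and the plastid relation on each side of the first component were also added after the main results had been seen. The alternatives were DESeq2's Wald test, DESeq2's size factors in edgeR, no filter, at least 10 counts in every library, the replicate number as a block, the letter in the library name as a block, 1 fit of all 57 libraries, SPCH and FAMA left out, the 2-degree-of-freedom interaction and counts summed per line and time point for the comparisons with NLS, a threshold of 0.1, and each library left out in turn. The genes named are the 23 of Table S4, SPCH, FAMA, MUTE, EPF2, SCAP1, CDKB1;1 and CYCD7;1, and, per comparison, the 3 with the smallest adjusted p among genes past the threshold whose groups do not overlap.

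Gene lists were written from gene names and products, since no GO annotation was used here: 355 names for cytosolic ribosomal proteins, 62 for ribosome biogenesis factors, 72 for mitosis and cytokinesis, 71 for DNA replication, 98 for photosynthesis, 29 for the circadian clock, 25 for rapid mechanical and wound response, 13 for mature guard cells, 8 for meristemoids and guard mother cells, 7 for myrosin cells and 10 for D-type cyclins. The name rule matched synonyms, so some lists also took unrelated genes through clone names or shared symbols; the cleared lists leave out 19 genes for DNA replication, 7 for the clock, 3 for photosynthesis, 2 for mitosis and cytokinesis, 2 for mature guard cells, 1 for ribosome biogenesis factors and 1 for myrosin cells. The list of cytosolic ribosomal proteins also holds names of organelle genes that have no counts in the table. Over-representation among called genes was tested with a one-sided Fisher's exact test against the genes tested. Benjamini-Hochberg adjustment was over 132 tests for the DESeq2 calls. For the edgeR calls it was over fewer tests, since no list could be tested over time in FAMA or SPCH. Gene products, exon lengths and overlaps come from the TAIR10.1 gene table, to which 27445 of the 27655 identifiers matched; it was used for names, lengths and neighbours only, and no coordinates are given.

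The fits of the comparisons named next were tested on simulated counts with 200 changed genes. Changed genes were picked above a minimum mean count. For FAMA at 4 h against 2 h (11 libraries, 23598 genes), edgeR called 138 genes, 8 of them unchanged, and recovered 43% of genes changed by 1 on the log2 scale and 87% of those changed by 2. DESeq2 called 204 genes, 52 of them unchanged, and recovered 58% and 94%. For SPCH against FAMA at 4 h (8 libraries, 22415 genes), edgeR called 126 genes, 7 of them unchanged, and DESeq2 206, 56 of them unchanged. For FAMA against NLS (22 libraries, 24366 genes), edgeR called 186, 5 of them unchanged, and DESeq2 221, 33 of them unchanged. With no gene changed, edgeR called 0, 0 and 1 genes in these designs and DESeq2 14, 8 and 3. Each gene was drawn independently with the dispersion that edgeR estimated, so the simulated counts hold no batches or other structure shared between genes. These numbers therefore need not hold for the real libraries. Other splits of the libraries were drawn 100 times for edgeR and 60 times for DESeq2. The single-cell, ChIP-seq and imaging experiments of the paper were not analysed here.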

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

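The edgeR fits over time and against NLS, and those with a library left out, were set before the data were examined. All other tests in this part were chosen only after the result was seen. Among 88 groups of 4 libraries, the lowest or highest library stood apart from the others in 3, by its distance to the nearest one relative to the range; by chance about 1 in 20 groups does.

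The library labelled SRDX-FAMA 4 h replicate 2 had 9510 CPM of SPCH, where the 3 others of its group had 19.1 to 34.8. Its counts differed from those of the library labelled SRDX-SPCH 2 h replicate 3 by 1.25 times the variance of sampling noise (chi-squared per degree of freedom over 14485 genes with at least 50 counts in the 2 libraries together). The next closest of all 1596 pairs differed by 14.9 times, and the 81 pairs of the same line and time point by 16.2 to 207 times. The FAMA level of the library, 339 CPM, lies below the 2540 CPM of the lowest of the 11 other SRDX-FAMA libraries and within the range of SRDX-SPCH, and AT3G23510 stood at 1.02 normalized CPM against at least 4.21 in the other SRDX-FAMA libraries. A mixture with a large part from SRDX-FAMA cells is argued against by these levels. The value of 1.25 is consistent with a single library sequenced under 2 labels. Its SPCH level lies above that of every SRDX-SPCH library, the nearest being the other of the pair at 9470 CPM. Its 5 nearest libraries were all labelled SRDX-SPCH (1.25, 16.5, 17.3, 17.4 and 19.5 times), so SRDX-FAMA cells as its source are argued against. No biological explanation was tested. Without the library, the number of genes SRDX-FAMA against NLS was 809 in place of 547 (edgeR).

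SDD1 stood at 5.9 normalized CPM in FAMA 2 h replicate 2, where the 3 others had 15.3 to 16.7. WSB stood at 16.7 normalized CPM in FAMA 2 h replicate 3, where the 3 others had 10.4 to 10.9. No explanation specific to these genes was tested, and 3 of 88 groups is no more than chance gives.

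The paper gives no test between time points within SRDX-SPCH, where edgeR called 1 of 23782 genes, beside 2090 at an unadjusted p under 0.05. The gene, AT5G65880, chosen after its values were seen, encodes a protein of unknown function and fell from 31.7 ± 1.92 normalized CPM (SD, n = 4) at 2 h to 16.0 ± 0.446 (SD, n = 4) at 4 h, a log2 fold change of -0.95 (standard error 0.098, adjusted p = 0.00965 from edgeR). In NLS it stood at 18.7 ± 8.24 (SD, n = 3) at 2 h and 18.9 ± 3.43 (SD, n = 4) at 4 h. Of 100 splits of the 11 SRDX-SPCH libraries into groups of these sizes, the real one included, 15 gave at least 1 gene. Without SRDX-SPCH 3 h replicate 3, 2 genes passed.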

How the results depend on the processing

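The fits with the likelihood ratio test, limma-voom, the plastid percentage, DESeq2 without a library and the cleared gene lists were chosen only after the results were seen. Where a count moved, the cause was not tested unless stated.

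For genes over time in FAMA (0 with edgeR), DESeq2's Wald test gave 1164, at least 10 counts in every library 64, the letter as a block 340, 1 fit of all 57 libraries 209 and a threshold of 0.1 309. The likelihood ratio test gave 620 and the plastid percentage as a covariate 5, while limma-voom gave 0, beside 4205 at an unadjusted p under 0.05. With a library left out the count was from 0 to 333, the last without FAMA 2 h replicate 4. For SPCH (0), DESeq2 gave 169, no filter 2, at least 10 counts 9, all 57 libraries 9, a threshold of 0.1 14, the likelihood ratio test 100 and the plastid percentage 18; leaving out a library gave 0 to 2, the last without SPCH 3 h replicate 3. For SRDX-FAMA (0), all 57 libraries gave 1. For SRDX-SPCH (1), DESeq2 gave 87, the letter block 4, all 57 libraries 0, beside 2138 at an unadjusted p under 0.05, and leaving out a library 0 to 2, the last without SRDX-SPCH 3 h replicate 3. For NLS and SRDX-FAMA every fit with a library left out gave 0 to 0, as did those of the 3 interactions; the counts at an unadjusted p under 0.05 with all libraries were 1358, 670, 1221, 591 and 983. Of the interactions, DESeq2 changed that of FAMA against SPCH, to 2.

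Between SPCH and FAMA (4 genes), DESeq2 gave 317, all 57 libraries 19, the likelihood ratio test 185, a threshold of 0.1 9, and leaving out SPCH and FAMA 1. Leaving out a library gave 3, without FAMA 3 h replicate 3, to 6, without SPCH 4 h replicate 2.

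Against NLS, the 2-degree-of-freedom interaction gave 0 in all 4 lines (737, 271, 208 and 415 genes at an unadjusted p under 0.05 in FAMA, SPCH, SRDX-FAMA and SRDX-SPCH); it asks another question, since it leaves out the difference shared by all time points. For genes FAMA against NLS (1808), the sums gave 567, of which 539 are shared; the sums hold fewer samples. Leaving out a library gave 1408, without FAMA 3 h replicate 3, to 2004, without NLS 4 h replicate 2. For genes SPCH against NLS (1684), the letter block gave 3930, 1667 of them shared, and leaving out a library 1239, without NLS 2 h replicate 3, to 1958, without SPCH 4 h replicate 2. For genes SRDX-FAMA against NLS (547), DESeq2 gave 1155, the letter block 1351, the sums 1456 and a threshold of 0.1 939; leaving out a library gave 402, without NLS 2 h replicate 3, to 809, without the library labelled SRDX-FAMA 4 h replicate 2. For genes SRDX-SPCH against NLS (653), DESeq2 gave 1212, the letter block 1294, a threshold of 0.1 986, and leaving out a library 415, without NLS 2 h replicate 2, to 811, without NLS 4 h replicate 4.

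The replicate numbers do not pair the libraries: deviations from the group means correlated by -0.0173 on average over 370 pairs with the same number (from -0.593 to 0.573) and by 0.00592 over 1092 others. With the replicate number as a block, the counts were 1 (FAMA over time), 0 (SPCH, beside 2410 at an unadjusted p under 0.05), 0 (NLS, beside 3265), 0 (SRDX-FAMA, beside 851), 0 (SRDX-SPCH, beside 1533), 11 (SPCH against FAMA, 2 of the 4 shared), 1743, 1477, 467 and 704 (FAMA, SPCH, SRDX-FAMA and SRDX-SPCH against NLS) and 0 for the 3 interactions, beside 1491, 674 and 1044. Libraries with the same letter correlated by 0.168 over 239 pairs and others by -0.0328.

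Of gene lists past the threshold (6), camera gave 27, fry 13 and the lists cleared of genes that share only a name 6. The first principal component held 53.3% of the variance, 29.2% over all genes kept by the filter and 32.8% with the variance stabilizing transformation. Among named genes, none changed direction. Of fits with a library left out, 826 kept the side of the threshold, 3 passed it newly and 5 no longer passed it; of other alternatives, 165 kept it, 33 passed newly, 23 of these the Table S4 genes under DESeq2, and 3 no longer passed. The 5 losses are of HAC4, whose adjusted p reached 0.218 without SPCH 3 h replicate 4; CRT1b, RIP3 and SAUR71 passed newly without FAMA 2 h replicate 4.

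DESeq2's own counts also depended on single libraries. In FAMA they ranged from 313, without FAMA 2 h replicate 2, to 1525, without FAMA 2 h replicate 4, and were 569 without FAMA 4 h replicate 3, 745 without FAMA 4 h replicate 1 and 773 without FAMA 4 h replicate 2. In SPCH they ranged from 78, without SPCH 4 h replicate 4, to 364, without SPCH 4 h replicate 2. Between the lines they ranged from 227, without SPCH 2 h replicate 1, to 664, without FAMA 3 h replicate 2.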

Differences from the paper's values

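The cleared list of DNA replication genes and the counts by direction at a threshold of 0.1 were chosen only after the result was seen; the other tests in this part were not.

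The paper's number of genes changed over time is 169 in SPCH and 1164 in FAMA; edgeR called 0 in each, beside 2401 and 4230 at an unadjusted p under 0.05. The paper's total of unique genes is 1552 and its number called only between SPCH and FAMA is 252, where edgeR called 4 and 4. Of the alternatives set before the data were examined, DESeq2's Wald test, the test the paper's methods name, gave 169, 1164, 1552 and 252, and no other did. All 1552 genes of Table S3 were called by DESeq2 here.

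In SRDX-FAMA, the paper's number of genes lower than in NLS is about 520 and higher about 840 (Fig. S8B, read by eye), against 321 and 226 with edgeR. A gap is called closed here where the 2 values differ by at most 1.5 times. For the lower genes, the gap was closed by DESeq2 (579), at least 10 counts in every library (407), the letter as a block (692), the counts summed per line and time point (498), a threshold of 0.1 (518), and the fits without the library labelled SRDX-FAMA 4 h replicate 2 (453) and without NLS 3 h replicate 4 (361). For the higher genes it was closed by DESeq2 (576), the letter block (659) and the sums (958). In SRDX-SPCH the paper's number of lower genes is about 490 (Fig. S8B, read by eye) against 237, and DESeq2 (539), at least 10 counts (382), the letter block (547) and a threshold of 0.1 (411) closed the gap. DESeq2's size factors, no filter and the replicate block closed none of these 3 gaps. Nor did edgeR's line-by-time interaction with 2 degrees of freedom, the interaction that the paper's methods name with a likelihood ratio test. It called 0 genes in both lines, beside 208 in SRDX-FAMA and 415 in SRDX-SPCH at an unadjusted p under 0.05.

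The paper's share of the first component over all libraries is about 34% (Fig. S8A, read by eye) against 53.3% here; it was 32.8% with the variance stabilizing transformation and 29.2% over all genes kept by the filter, which close the gap, while leaving out SPCH and FAMA (54.9%) does not. For the second component of the sums, the paper's share is about 35% (Fig. 3B, read by eye) against 18.3%; the variance stabilizing transformation gave 27.6% and closes the gap, and leaving out SPCH and FAMA (16.3%) or taking all genes kept by the filter (21.3%) does not.

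The direction of the changes over time differs within the paper's tables. Table S3 has the opposite sign for 341 genes of FAMA at 3 h, 1089 of FAMA at 4 h and 169 of SPCH at 4 h from the log2 fold changes computed here with DESeq2, with sizes that differ by at most 6.45e-06. Table S1, of which 1461 of 1552 genes were read, has the same sign for all of these genes, and marks 356 FAMA genes as up and 808 as down. Fig. 3D colours the larger number in FAMA as up; here 808 fell. Table S3 lists 147 genes for SPCH against FAMA at 3 h, and DESeq2 called 146.

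The paper states that genes lower than in NLS are enriched for DNA replication; of the list of DNA replication genes used here, which are not a GO term, 3 of 68 were lower in FAMA and 1 of 69 in SPCH. That list also took unrelated genes through clone names and shared symbols; without them 2 of 50 were lower in FAMA and 0 of 51 in SPCH, beside 7 in each at an unadjusted p under 0.05 in either direction. The paper names ribosome biogenesis and protein translation among the terms lower in FAMA. Among the genes DESeq2 called lower were 2 of 60 ribosome biogenesis factors and 108 of 319 cytosolic ribosomal proteins. Neither list is a GO term, so the low count of the first does not contradict the paper's term. Each of the 23 genes of Table S4 is called by DESeq2 in the comparison the paper gives and by edgeR in none. Past the threshold with edgeR were also CRT1b, RIP3 and SAUR71 without FAMA 2 h replicate 4, CRT1b, GATA4, LTL1, RGF6, SLL2 and XYL1 with the letter as a block, and PDF1, RGF6 and SAUR71 in 1 fit of all 57 libraries.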

Other observations

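The tests of a time course shared with NLS, of clock genes, of less mature cells and of the shared control were set beforehand. So were the splits with edgeR for FAMA and SPCH over time and between these lines. The fits, named genes and list tests that the processing part gives as set before the data were examined were too. All other tests in this part, the other splits included, were chosen only after the result was seen. The test of 1 library at 2 h is among these, since it rests on DESeq2 fits with a library left out. The rule that labels the test of 1 library at 2 h was changed after its values were seen, and the lists cleared of genes that share only a name were added then.

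Other splits of the same libraries were fitted in the same way, and every count of splits includes the real one. The splits were drawn without regard to the letter in the library name. In FAMA, letters a, d and f were found at both 2 h and 4 h. A split can therefore set letters apart where the real time points do not, which can raise its count. In FAMA over time, 6 of 60 splits gave DESeq2 at least the 1164 genes of the real time points (median of the others 29, highest 2940), and an earlier run of the same test, set aside because it took too long, 15 of 100, and in SPCH 10 of 60 gave at least 169 (median 5, highest 1928). Between SPCH and FAMA, 15 of 60 gave at least 317 genes (median 142, highest 2714). With edgeR, 8 of 100 splits gave at least the 4 genes between SPCH and FAMA. By time point, 3 of 33 splits gave at least the real number at 2 h, 1 of 33 at 3 h and 3 of 33 at 4 h. The highest other counts were 1907, 1 and 2098. The counts of 0 with edgeR over time in FAMA, SPCH, NLS and SRDX-FAMA (unadjusted p under 0.05 in 4230, 2401, 1358 and 670 genes) were matched by 100 of 100 splits, as any count matches 0; 13, 2, 11 and 5 of them gave any gene, up to 1699, 404, 1298 and 2362. The same holds for the 3 interactions (100 of 100; 1221, 591 and 983 genes at an unadjusted p under 0.05). Against NLS, 1 of 100 splits gave as many genes in FAMA, 1 of 100 in SPCH, 4 of 100 in SRDX-FAMA and 1 of 100 in SRDX-SPCH.

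Genes that DESeq2 called over time were followed in NLS between 2 h and 4 h. Of the 169 SPCH genes, 95.3% moved the same way in NLS, and their median change there, signed by the SPCH direction, was 0.42 against 0.83 in SPCH, a ratio of 0.503. A time course shared with the control line, such as time of day, handling or DEX itself, could give this as a part of the SPCH changes. Batches that the letters mark could also give it. Of these time points, letter b was found only at 2 h and letters c and f only at 4 h, in both lines. The test did not use the letter, so a shared time course and batches cannot be told apart by it. Of the 1164 FAMA genes, 78.8% moved the same way, with medians of 0.18 and 0.70 and a ratio of 0.261, between the limits of 0.25 and 0.5, so a shared course and a response to FAMA cannot be told apart by this test; the lines were not shown to differ in their course, since the interaction with NLS called 0 genes, beside 1221 at an unadjusted p under 0.05. In SPCH, 90.4% of the 1164 FAMA genes also moved the FAMA way, with a median signed change of 0.27. The ratio with NLS is of genes picked in one line and read in another, which lowers it in NLS. The test did not use the letter in the library name. Of SPCH and NLS libraries at 2 h and 4 h, those with letter b are all at 2 h and those with c or f at 4 h. Batches that the letters mark therefore cannot be told apart from a shared course in SPCH. Among SPCH genes, clock genes reached an adjusted p of 0.0623 (one-sided Fisher's exact test, 2 of 29), and 0.0361 on the cleared list (2 of 22). These are too few genes to decide whether the clock is part of a shared course.

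A single library at 2 h and the libraries at 4 h cannot be told apart as what the FAMA list rests on. The DESeq2 count fell to 313 without FAMA 2 h replicate 2, 3.72 times fewer, but also to 569, 745 and 773 without FAMA 4 h replicates 3, 1 and 2, each more than 1.5 times fewer, so neither outcome written for the test was met. The background that the plastid percentage follows is argued against: with it as a covariate, DESeq2 called 1178 genes in FAMA, 951 of them in the list without it, and 271 in SPCH, 144 of them in the list without it.

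The fall of genes for cytosolic ribosomal proteins in FAMA was not shared by NLS, where the mean changed by -0.04, so a time course shared with the control line is argued against as its cause. The letter in the library name accounted for 61.0% of the second component of the 57 libraries (permutation test, p = 1e-04, the smallest that 10000 permutations can give). That share is consistent with preparation batches that the letters mark. The ribosomal protein mean followed this second component over the 57 libraries (Pearson r = 0.487, Spearman rho = 0.488). In FAMA, however, letters a, d and f were found at both 2 h and 4 h. The mean fell from 4.104 to 3.637 within letter a, from 4.072 to 3.601 within d and from 3.809 to 3.642 within f. These values argue against such batches as the cause of the fall in these libraries. The FAMA 4 h library without a letter is not covered by them. With the letter as a block, edgeR called 340 genes over time in FAMA, 305 of them lower.

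The first component ran against the plastid percentage, against the mitochondrial percentage (r = -0.843) and against the CPM summed over 6581 nuclear genes under 0.5 CPM (r = -0.872, rho = -0.895), which ranged from 745 to 2340. Among libraries above 0 on the component the plastid relation was weaker (n = 30, r = -0.449, permutation p = 0.0126; rho = -0.348, permutation p = 0.0598), as below 0 (n = 27, r = -0.558, permutation p = 0.00223; rho = -0.583, permutation p = 0.0017). Depth is argued against, since the component did not follow total counts (rho = -0.082, permutation p = 0.543). The letters accounted for 22.4% of it (permutation p = 0.0246), under the 50% set for batches but more than permutations gave, so batches cannot be told apart from other sources. Genomic DNA might add counts to silent genes in proportion to length; the rise per kb with the plastid percentage in the longest genes was 0.207 of that in the shortest (bootstrap interval 0.167 to 0.255), but the limit on counts had chosen short genes (median exon length 483 bases against 1552 for all nuclear genes), which voids the test. It was run in 2 forms.

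In FAMA and SPCH, 637 genes were lower than in NLS in both and 291 higher in both. In 8 simulations of unchanged groups against the same NLS libraries, 0 genes were called, so 0 lower genes could be shared. The correlation of log2 fold changes across genes was 0.506 (0.49 to 0.521) in the simulations, against 0.677 observed. Genes are not independent replicates. By this correlation, the sampling noise of the shared control as the whole cause is argued against. The simulated groups did not differ from NLS. NLS libraries whose cells differ from those of both lines, as the paper proposes, are therefore not excluded by it. A larger share of less mature cells in NLS, an explanation set here, would lower genes of meristemoids and guard mother cells in every line without lowering those of mature guard cells. The former had a median log2 fold change of -0.88 in FAMA (6 of 8 called lower), -0.13 in SPCH (2), -0.42 in SRDX-FAMA (1) and -0.23 in SRDX-SPCH (0, beside medians in the same direction). The latter had a median of 0.16 in FAMA, 0.08 in SPCH and 0.03 in SRDX-SPCH but -0.32 in SRDX-FAMA, where FAMA itself is made a repressor, so the 2 cannot be told apart in that line; without 2 genes that share only a symbol the median there was -0.37. Of the 13 mature guard cell genes, 3 were called lower in SRDX-FAMA (adjusted p = 0.00865 from Fisher's exact test) and 2 in SRDX-SPCH (adjusted p = 0.0853). In FAMA and in SPCH, 0 were called lower and 1 higher. On the cleared list, 3 of 11 were called lower in SRDX-FAMA and 1 of 11 in SRDX-SPCH. Genes within these lists were not chosen by the study. MUTE had a log2 fold change of -1.03 in FAMA against NLS (standard error 0.252, adjusted p = 0.0118 from edgeR), EPF2 of 0.12 (adjusted p = 0.817) and SCAP1 of 0.12 (adjusted p = 0.762).

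FAMA 3 h replicate 3 had 277 CPM of SPCH, where the other FAMA libraries had 5.47 to 27.7. That is 2.25% of the mean level in the SPCH libraries, under the 5% at which other genes were taken to show it, so cells or cDNA of an SPCH library cannot be told apart from other sources. More early-lineage cells are argued against, since 0 of 8 genes of meristemoids and guard mother cells lay above all other FAMA libraries.

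AT3G23510 had at least 4.21 normalized CPM in every FAMA library and in 11 of 12 labelled SRDX-FAMA, and at most 2.44 in every NLS, SPCH and SRDX-SPCH library. From 2 h to 4 h it changed in FAMA by 0.30 on the log2 scale (standard error 0.182), within 2 standard errors of 0, so a response that grows with the hours of induction cannot be told apart from one that does not. AT3G01345 and AT1G75945, lower in the other lines than in NLS, have no test of their cause here.

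The other lists gave these counts. Genes for D-type cyclins were lower in FAMA in 3 of 10 (adjusted p = 0.143 from Fisher's exact test, 0.0252 by fry) and in SPCH in 2 (0.386 and 0.0403). Photosynthesis had 1 of 75 lower in FAMA, the clock 2 of 29 higher in FAMA and 3 in SPCH, and rapid mechanical and wound response 2 lower and 2 higher of 25 in FAMA. Of 7 myrosin cell genes, 2 were higher in SPCH (adjusted p = 0.143 from Fisher's exact test, 0.000459 by fry), while 5 of the 7 lay below 0, with a median log2 fold change of -0.13. Ribosome biogenesis factors were higher in SPCH in 12 of 58, where chance gives 1.57 (adjusted p = 9.08e-07 from Fisher's exact test). In all 4 lines, 22 genes were lower and 4 higher than in NLS.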
